# Remodelling of the bone marrow vasculature induced by venetoclax and azacitidine damage

**DOI:** 10.1182/blood.2025030055

**Published:** 2026-06-11

**Authors:** Steven Ngo, Giuseppe D’Agostino, Despoina Papazoglou, Fatihah Mohamad Nor, Katja Finsterbusch, Khadidja Habel, Alessandra Ferrelli, Fernando Anjos-Afonso, Dominique Bonnet

## Abstract

The Bcl2 inhibitor venetoclax in combination with the hypomethylating agents azacitidine (ven/aza) has become increasingly utilized clinically for the treatment of many hematological malignancies. Whilst its effects on malignant cells have been extensively studied, its impact to the surrounding bone marrow microenvironment (BME) remains unexplored. In this study, we report that ven/aza therapy causes significant damage to the BME of mice. Comparatively high Bcl2 expression in the sinusoidal endothelial cell compartment (SEC) amongst all stromal subtypes, results in high sensitivity to ven/aza treatment, causing selective depletion of SECs and breakdown in cell-cell communication pathways in the endothelial cell (EC) network, leading to vascular leakiness in the BM. Furthermore, our detailed transcriptomic and imaging studies reveals significant downregulation of essential adhesion molecules in residual SECs, leading to significant defects in human hematopoietic stem/progenitor cell (HSPC) homing and engraftment of hematopoietic stem cells (HSCs) after ven/aza treatment. To conclude, our study showcases that maintaining SEC integrity in response to ven/aza therapy may play a key factor in achieving effective engraftment of donor derived HSCs.

## Introduction

The bone marrow microenvironment (BME) plays a vital role in the regulation of hematopoiesis, with recent advancements in single-cell sequencing unveiling the increasing cellular heterogeneity of the bone marrow microenvironment (BME) (1–4). The functional potential of each stromal cell subtype has yet to be fully elucidated, however this complex network of niche compartments collectively plays an integral role in maintaining hematopoietic stem cell (HSC) stemness (5). The vascular niche alone provides a rich source of key cytokines such as stem cell factor (SCF), CXC motif chemokine ligand 12 (CXCL12) and Notch ligands to promote HSC stemness and quiescence (6). Hence, disruption to the vasculature could lead to impaired HSC homing, premature exhaustion of HSCs and dysregulated hematopoiesis. Venetoclax is a clinically available Bcl2 inhibitor increasingly used to treat patients with hematological malignancies such as multiple myeloma (MM) and acute myeloid leukemia (AML) (7–9). In combination with hypomethylating agents such as azacitidine, venetoclax is currently used as a frontline therapy for high-risk AML patients and has significantly improved overall survival of such patients (7–9). Despite its efficacy, venetoclax and azacitidine (ven/aza) is not curative, and patients treated with the combinational therapy often require hematopoietic stem cell transplantation (HSCT) to achieve long-term survival (10, 11). Whilst molecular factors such as human leukocyte antigen (HLA) matching play a major role in determining effective engraftment, the ‘health’ of the BME itself prior to transplantation likely plays critical determinant for the success of donor-cell engraftment. Given the importance of the BME in establishing effective hematopoiesis, this study aims to characterize the impact ven/aza has on the BME and the potential implications this may have on HSCT. We hypothesize that venetoclax-related toxicity to the BME will in turn significantly compromise donor cell engraftment and effective BM reconstitution.

## Materials and Methods

### Animal handling and HSC homing/engraftment assays

NOD/SCID-IL2rγ^−/−^IL-3/GM/SCF (NSG-SGM3) mice were originally obtained from Leonard Shultz (The Jackson Laboratory) and crossed with NOD/SCID-IL2rγ^−/−^Tyr^+^Kit W41J (NBSGW) for 6 generations to create NBSGW-S mice. NBSGW mice were purchased from the Jackson Laboratory. C57BL6 mice were obtained from the communal colony at the Francis Crick Institute. All strains of mice were bred at the Francis Crick Institute Biological Resource facility. All animal experiments were performed under the U.K Home Office project license (70/8904) in accordance with The Francis Crick Institute animal ethics committee guidance and following the ARRIVE guideline. Male and female mice aged between 12-20 weeks, were used in these experiments. For HSCT homing assays, 70,000 CD34^+^ cells from umbilical cord blood (UCB) were injected intravenously and mice were culled 48h post injection. For HSCT engraftment assays 50,000 UCB CD34+ cells were injected intravenously and culled after 9-10 weeks. For secondary transplantation, 3,000 CD45^+^CD34+ CD38^-^ HSPCs were isolated from primary recipient mice and transplanted into NBSGW mice. The mice were then culled 12 weeks post transplantation to assess engraftment.

### Cell processing

Umbilical Cord Blood (UCB) was obtained after informed consent, in accordance with the Declaration of Helsinki from the Anthony Nolan Cell therapy service. Unless stated otherwise, three or more samples were pooled for each experiment and MNCs were obtained by density centrifugation using Ficoll-Paque. Human CD34^+^ cells from UCB were enriched using the EasySep™ Human CD34^+^ Selection Kit II (Stem Cell Technologies) according to the manufacturer’s protocol.

### Sample preparation and immunostaining for flow cytometry and FACs sorting

For isolation of bone ECs, the femurs, tibia and iliac crests were collected and flushed via centrifugation (2500 g for 1 min at room temperature). Please find details of enzymatic digestion in Supplementary Materials and Methods. The following antibodies were used for immunophenotyping of mouse ECs and FACs sorting for scRNAseq: anti-mouse CD45 BUV395 (clone 30-F11, BD Horizon), Ter119 PerCP-Cy5.5 (clone TER-119, eBioscience), CD71 PerCP-Cy5.5 (clone RI7217, Biolegend), Sca-1 BV421 (clone D7, Biolegend), ICAM1 (clone YN1/1.7.4,abcam), CD31 PE-Cy7 (clone 390, eBioscience), Lyve1 (clone ALY7, eBioscience), CD140a (clone APA5, Biolegend), CD62E (clone 10E9.6, BD Pharmingen), CD62P (RB40.34, BD OptiBuild). For annexin-V staining, isolated cells from the bone marrow were initially immunostained with the markers mentioned above, then stained with 5 μl of annexin-V reagent (640906, Biolegend) for 15 minutes at room temperature. Propidium Iodide (51-66211E, BD Biosciences) was used as a viability dye. In the case of fluorescence-activated cell sorting (FACs) for scRNAseq, cells were resuspended in PBS with 5% of FBS and sorted using the FACs Aria III BD with a 100 μm nozzle. For identification of transplanted HSCs, the following panel was used: CD34 FITC (clone 581, BD Pharmingen), CD38 APC-eFluor780 (clone HIT2, BD Pharmingen), CD45RA PE-Cy7 (clone HI100, eBioscience), CD135 A647 (clone 4G8, BD Pharmingen), CD90 PerCP-Cy5.5 (clone 43A3, Biolegend), CD201 PE (clone REA337, Miltenyi). DAPI was used as a viability dye. For staining of the BM vasculature using VE-CAD, mice were intravenously injected with VE-CAD antibody (BV13; Biolegend) 10 minutes prior to culling.

### Immunostaining for imaging

Immunofluorescent images were performed on 8 μm thick sections using a PhenoCycler Fusion 2.0. at 20X magnification (Akoya Biosciences). The antibodies used for immunostaining include: Endomucin (clone: V.7C7 eBioscience), Sca1 (clone: D7 Biolegend) and CD31 (clone MEC13, Akoya Biosciences). Endomucin and Sca-1 antibodies were custom conjugated to DNA barcodes using the Akoya Antibody Conjugation Kit (7000009, Akoya). Please find details of immunostaining preparation in Supplementary Materials and Methods.

### Single cell RNA-seq analysis

A detailed description of materials and methods is available as a Supplementary note. Briefly, reads were aligned to the mouse genome reference and quantified using CellRanger v. 7.1.0 using demultiplexing. Counts assigned to cells and experimental samples (vehicle, ven/aza, recovery) were imported in R as SingleCellExperiment objects and QC and filtering was carried out using standard indications from Bioconductor workflows (removing cells with too few total reads/genes detected, and too high percentage of mitochondrial and Malat1 expression). *SingleR* was used for reference-based annotation using a publicly available murine bone marrow stromal dataset (1) which led to the identification and removal of immune cells from our data.

Counts were normalized in a batch-aware function using functions from *scran* and *batchelor*, then highly variable genes were determined using a mean-variance trend fit and the distance from the fit as a measure of biological variance. 2082 highly variable genes were used as input for Principal Component Analysis (PCA) dimensionality reduction.

Endothelial cells from the vehicle and ven/aza experimental conditions were integrated using the *Seurat* v. 5 integration strategy, resulting in an integrated PCA space (20 components) and its further embedding using Uniform Manifold Approximation and Projection (UMAP). The integrated PCA space was used as input for a Shared Nearest Neighbor (SNN) graph on which multi-resolution Leiden clustering was run, with resolution = 0.6 being chosen for concordance with reference-based labels. The new clusters were further annotated with a second run of *SingleR* reference-based annotation, using a murine bone marrow endothelial cell-specific dataset (*) resulting in the identification of one Arteriolar EC cluster, 4 Sinusoidal ECs, 2 Type R ECs, and 1 Type H EC cluster.

Cells from the recovery dataset were projected onto the vehicle and ven/aza ones using the *symphony*/*harmony* algorithms, so that recovery cells could be annotated by projection.

For differential expression (DE), which was only performed for ven/aza and vehicle data as they belong to the same experimental batch, clusters were pseudobulked within each condition and mouse, resulting in n = 3 pseudobulk replicates for vehicle clusters and n = 4 pseudobulk replicates for ven/aza clusters. Then, *pseudobulk DGE* from *scran* was run generating DE results between ven/aza and vehicle for each cluster separately. Genes ranked by log2(fold change) in each cluster were used for Gene Set Enrichment Analysis (GSEA) using Reactome pathways.

For differential abundance, *miloR* and *miloDE* were used on the *symphony*-integrated space generating fine grained condition-dependent shifts in cell type abundance. For differential cell-cell interaction in ven/aza and vehicle, the *multi-nichenet* R package was used using default parameters.

## Results

### Ven/aza treatment causes significant remodelling of the BM vasculature

To assess the impact of ven/aza on BME, immunodeficient mice were treated with the combinational therapy for two weeks and the BM cells were isolated for phenotypical characterization. Immunofluorescent imaging of femur sections revealed striking changes to the BM vasculature organization, including significant dilation of bone marrow sinusoids (Fig. 1A and B) and irregular morphology of sinusoidal endothelial cells (SECs) in ven/aza treated mice (Fig. 1C, orange arrow and 1D). Flow Cytometry analysis was also performed to further characterize the impact of ven/aza therapy on the BME. Consistent with our imaging data, ven/aza treatment had the greatest impact on the SEC population, resulting in a two-fold reduction in the percentage of SECs, coupled with a significant increase in SECs undergoing apoptosis (Fig 1E and 1F). Conversely, ven/aza therapy did not induce increased apoptosis in the AEC/Type R ECs or the PDGFR^+^ mesenchymal stroma cells (MSCs) in the BME (Fig 1F).

To assess whether the damage induced by ven/aza to the BME was similar to other therapeutic interventions, the BM of ven/aza treated mice was compared to those that underwent a single dose of sublethal irradiation. Interestingly, whereas ven/aza therapy only induced apoptosis and depletion of the SECs, irradiation resulted in increased apoptosis in both SEC/AEC as well as the MSC subpopulations (Fig 1G). Together, this data demonstrates that ven/aza therapy induces significant and selective remodelling of the BM vascular niche, resulting from selective depletion of SECs. To ascertain that the selective impact on SECs upon ven/aza treatment was not confined to immunodeficient mice, we also performed similar experiments using C57BL/6 mice and observed similar phenotypes as described (Suppl. Fig. 1A).

### Ven/aza therapy induced damage to the BME is restricted to the SEC compartment

To confirm our immunofluorescent imaging and flow cytometry-based characterization of the BM niche, we performed single-cell RNA sequencing (scRNAseq) on (CD45/Ter119/CD71)^neg^ sorted. BM niche cells to assess the transcriptional impact ven/aza has on the BME. Using 10x genomics, single cells first underwent rigorous quality control (QC) (Suppl Fig. 1B-F), and cells that passed QC were then annotated using a mouse BM stroma dataset as a reference (1), leading to the identification of several stromal populations (Suppl. Fig 1G). Given the high capture rate of endothelial cell (EC) populations, and the specific impact observed in the BM vasculature, we further annotated them using a recent, highly resolved mouse bone marrow EC dataset (12), which allowed us to reclassify ECs as arteriolar endothelial cell (AEC) Type H and Type R vessels, along with multiple sinusoidal endothelial cell (SEC) clusters (Suppl. Fig. 1G and I). Analysis of cell proportions in vehicle and ven/aza specific uMAPs indicated that cell type composition of endothelial populations differed significantly between both conditions (Fig. 2A and B). Due to the low capture of the different mesenchymal stromal cell (MSC) sub-populations in the initial scRNA-seq data set, we decided to perform a second scRNA-seq study by focusing the analysis on MSCs (Suppl. Fig. 2A and B). 

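For this second study, marrow cells negative for CD45, Ter119 and CD71 from 4 vehicle mice and 4 ven/aza mice were labelled with 1 multiplexing oligo (tag) per mouse, so that the mouse is the replicate. All 4 mice of a group were captured in 1 droplet library, and a difference between the groups therefore cannot be told apart from a difference between the 2 libraries. The files hold UMI counts per gene and cell barcode with no normalization, for 32285 genes and 12 tags. The vehicle library held 6914 cells with 101312231 gene UMIs, and the ven/aza library held 4401 cells with 61333004 gene UMIs. Median depth was 6185.5 UMIs per cell in the vehicle library and 6574 in the ven/aza library. Cells more than 3.5 median absolute deviations from the centre of their library were removed, as in the methods, which left 4544 vehicle and 3262 ven/aza cells. Of these, 3769 and 2732 cells carried exactly 1 tag.

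Haematopoietic cells passed the sort in both groups and were left out, 2288 cells from vehicle and 1739 from ven/aza mice. The clusters of neutrophils among them held 18 and 8 vehicle cells against 314 and 106 ven/aza cells. That of monocytes, macrophages and dendritic cells held 2 against 216, and that of megakaryocytes 30 against 154. The 1481 stromal cells of vehicle mice (394, 348, 367 and 372 per mouse) and the 993 of ven/aza mice (145, 139, 512 and 197 per mouse) were integrated with Seurat's CCA, clustered and named from marker genes listed beforehand, not from a reference dataset, so each name here ends in "-like". Endothelial cells formed clusters like SEC (387 vehicle and 161 ven/aza cells), Type R (119 and 138) and AEC (119 and 105). Another 2 endothelial clusters, low in UMIs, took no name, since their 10 leading genes held no marker of their best match. The Type R-like cluster was also low in UMIs (median 1799) and kept its name by 1 marker, Dach1, among its 10 leading genes. EC cluster 3 (131 and 185 cells, median 2046 UMIs) was led by Timp4, Tcf15 and Aqp1, and its best marker match was Type R. EC cluster 6 (95 and 73 cells, median 1818.5 UMIs) was led by Fam167b, Ubd and Clec1b, and its best marker match was SEC. MSC formed Adipo-CAR-like (123 and 53 cells) and Osteo-CAR-like (110 and 38 cells) clusters, MSC cluster 3 (109 and 21 cells), led by Omd, the haemoglobin genes Hba-a1 and Hbb-bs, Car3 and Col1a1, and MSC cluster 4 (92 and 27 cells), led by Dmp1 and Ifitm5. No cluster took the name NG2+ MSC. MSC cluster 4 matched it best, with 5 of 7 markers detected, but its 10 leading genes held none of them and 2 osteoblast markers. Pericyte-like cells, named from markers of pericytes and smooth muscle, numbered 102 and 104. They joined a cluster led by Acta2 and Tagln (56 and 77 cells) and another led by H2-M9 and Rgs5 (46 and 27). The stromal cells held a median of 5755 UMIs in vehicle and 3847 in ven/aza mice.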

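Cxcl12, which encodes the chemokine that retains haematopoietic stem cells in the marrow, was highest in Adipo-CAR-like cells and next highest in Osteo-CAR-like cells in each of the 8 mice. It reached 25307 ± 3659 CPM (UMIs of the gene scaled to the UMI total of the class in that mouse; SD, n = 8 mice) in Adipo-CAR-like cells and 16012 ± 4465 CPM (SD, n = 8) in Osteo-CAR-like cells. Lepr, which encodes the leptin receptor, had the same order in each of the 8 mice, at 1063 ± 379 CPM (SD, n = 8) and 503 ± 177 CPM (SD, n = 8). Kitl, which encodes stem cell factor, was 2082 ± 353 CPM (SD, n = 8) in Adipo-CAR-like and 1865 ± 450 CPM (SD, n = 8) in Osteo-CAR-like cells, with Type R-like endothelium close behind at 1522 ± 290 CPM (SD, n = 8).

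Among the other classes, Cxcl12 was 7826 ± 2214 CPM in MSC cluster 3, 2044 ± 571 CPM in EC cluster 3, 1959 ± 535 CPM in AEC-like and 1837 ± 649 CPM in Type R-like cells (SD, n = 8 each). SEC-like cells held 56.6 ± 70.5 CPM of Cxcl12 (SD, n = 8). Within a mouse, Cxcl12 was higher in Adipo-CAR-like than in Osteo-CAR-like cells by 0.70 on the log2 scale (SD 0.34, 8 of 8 mice; exact sign flip test, two-sided, p = 0.00781, the smallest that 8 mice allow, adjusted p = 0.00859). Osteo-CAR-like cells exceeded MSC cluster 3 by 1.04 in Cxcl12 (SD 0.61, 8 of 8 mice) and by 1.70 in Lepr (SD 0.55, 8 of 8 mice), with the same p from that test. Lepr was higher in Adipo-CAR-like than in Osteo-CAR-like cells by 1.06 (SD 0.45, 8 of 8 mice), again at the smallest p.

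Kitl was highest in Adipo-CAR-like cells in 5 mice, in Osteo-CAR-like cells in 2 and in Type R-like cells in 1. Its difference between Adipo-CAR-like and Osteo-CAR-like cells was 0.18 (SD 0.31, 5 of 8 mice; exact p = 0.188). Adipo-CAR-like cells exceeded Type R-like cells in Kitl by 0.46 (SD 0.51, 7 of 8 mice; exact p = 0.0312, adjusted p = 0.0344), and Osteo-CAR-like cells by 0.28 (SD 0.53, 5 of 8 mice; exact p = 0.219). The first of these Kitl differences no longer passed without any one of vehicle mice 1, 3 and 4 or ven/aza mice 1 and 3 (exact p = 0.0625), and the other turned to -0.05 when cells high in Malat1 were kept. In cells thinned to 1000 UMIs, the share of cells with a Cxcl12 UMI was 3.69 percentage points higher in Adipo-CAR-like cells than in MSC cluster 3. This difference did not pass the test. At 25307 and 7826 CPM, few cells of either class would lack a Cxcl12 UMI at that depth, so this measure has little room to differ.

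The 3 genes were left out of the features used for clustering. Their levels use every mouse with a cell of the class. In ven/aza mice these were as few as 3 Adipo-CAR-like cells (mouse 3) and 2 cells of MSC cluster 3 (mouse 1). Cxcl12 (ENSMUSG00000061353) lies on chromosome 6 of GRCm38 from 117168535 to 117181367, Kitl (ENSMUSG00000019966) on chromosome 10 from 100015630 to 100100416, and Lepr (ENSMUSG00000057722) on chromosome 4 from 101717404 to 101815352.

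**Figure D1:**
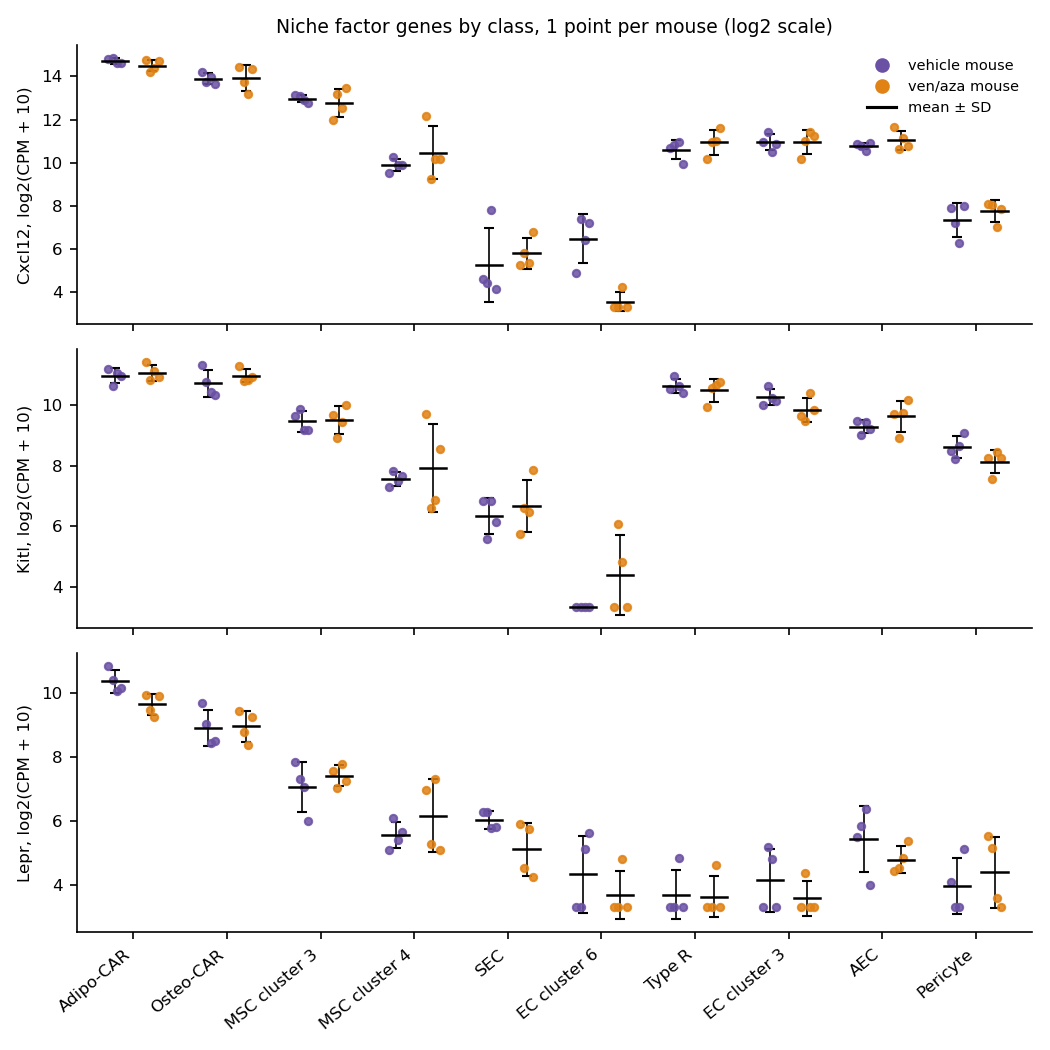
Cxcl12, Kitl and Lepr in each class as log2 of CPM plus 10, 1 point per mouse, with the mean and SD of the 4 vehicle and the 4 ven/aza mice. In Cxcl12 and Lepr the Adipo-CAR-like and Osteo-CAR-like classes hold the highest points of each of the 8 mice, and in Kitl the Type R-like class reaches the same range.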

Analysis of their expression profile of niche-associated genes revealed that Adipo-CAR and Osteo-CAR expressed highest levels of *Cxcl12, Kitl* and *Lepr* expression (Suppl. Fig. 2C) and thus most likely represent the LepR^+^ MSC population (13). Although we observed that proportion of cells denoted as NG2^+^-MSCs and Osteo-CAR were slightly reduced in the ven/aza group compared to the control (Suppl. Fig. 2B), the proportion of LepR^+^ Adipo-CAR cells remained relatively unchanged (Suppl. Fig. 2B). 

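Osteo-CAR-like cells made up 7.46% ± 1.96 of the stromal cells of a vehicle mouse (SD, n = 4) and 4.37% ± 1.21 of those of a ven/aza mouse (SD, n = 4), a difference of -3.10 percentage points. Adipo-CAR-like cells made up 8.36% ± 3.82 (SD, n = 4) and 7.54% ± 5.97 (SD, n = 4), a difference of -0.81 points. MSC cluster 3, which carries the osteoblast markers Bglap and Bglap2 and also haemoglobin transcripts, was 7.37% ± 1.5 (SD, n = 4) and 2.40% ± 1.09 (SD, n = 4), a difference of -4.97 points, and every ven/aza mouse (1.38% to 3.6%) lay below every vehicle mouse (5.84% to 8.72%). MSC cluster 4, whose best marker match was NG2+ MSC, was 6.23% ± 2.40 (SD, n = 4) against 3.14% ± 0.792 (SD, n = 4).

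In exact permutation tests of 4 mice against 4, two-sided, the smallest possible p is 0.0286, and MSC cluster 3 reached it (adjusted p = 0.114). The exact p was 0.0571 for Osteo-CAR-like cells (adjusted p = 0.171), 0.83 for Adipo-CAR-like cells and 0.114 for MSC cluster 4. No share passed after adjustment, and a class alone at the smallest p could not have passed. All MSC together made up 29.4% ± 6.26 (SD, n = 4) in vehicle and 17.4% ± 8.17 (SD, n = 4) in ven/aza mice (exact p = 0.0857). As a share of MSC only, Osteo-CAR-like cells were 25.6% in vehicle and 27.8% in ven/aza mice (exact p = 0.743), Adipo-CAR-like cells 27.8% and 36.1% (exact p = 0.486), and MSC cluster 3 25.5% and 15.8% (exact p = 0.114). The Osteo-CAR-like difference is thus positive (2.28 points) among MSC alone, and the Adipo-CAR-like difference also turned positive without vehicle mouse 3 (0.85 points), ven/aza mouse 2 (0.02) or ven/aza mouse 3 (1.51). Without the filter on Malat1 the Adipo-CAR-like difference was 0.17 points. The shares rest on 3 to 49 Adipo-CAR-like and 6 to 33 Osteo-CAR-like cells per mouse.

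**Figure D2:**
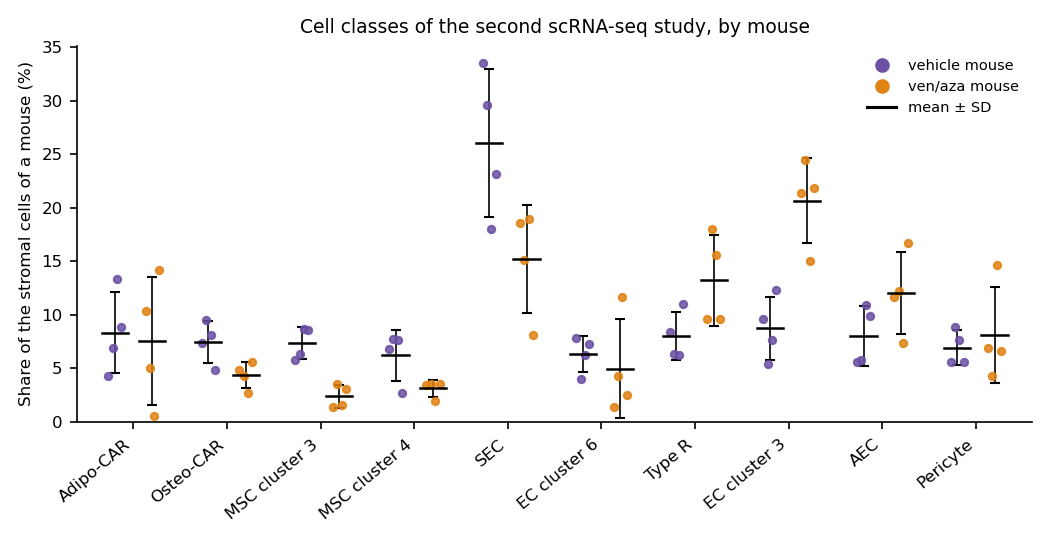
Share of each class among the stromal cells of a mouse (%), 1 point per mouse, with the mean and SD of the 4 vehicle and the 4 ven/aza mice. The points of MSC cluster 3 lie between 1.38% and 3.6% in ven/aza mice and between 5.84% and 8.72% in vehicle mice, while those of the Adipo-CAR-like class overlap.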

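In Adipo-CAR-like cells, ven/aza raised Hp, which encodes the haemoglobin scavenger haptoglobin, from 6558 ± 577 CPM (scaled by TMM to the genes tested in the class, as are the CPM below; SD, n = 4 mice) to 25743 ± 1369 CPM (SD, n = 2), a log2 fold change of 1.97 (SE 0.23, adjusted p = 6.97e-07 from edgeR). Cfb, which encodes complement factor B, rose from 90.6 ± 49.9 CPM (SD, n = 4) to 363 ± 115 CPM (SD, n = 2), a log2 fold change of 2.08 (SE 0.35, adjusted p = 0.00108 from edgeR). Igf1, which encodes an insulin-like growth factor, fell by 1.65 on the log2 scale (SE 0.35, adjusted p = 0.00904), and lost its call without vehicle mouse 3 (-1.49) or ven/aza mouse 4 (-1.35). Cxcl12 was 30766 CPM in vehicle (n = 4) and 31737 CPM in ven/aza mice (n = 2), a log2 fold change of 0.04 (SE 0.23, adjusted p = 0.989), and Kitl had one of 0.25 (SE 0.26, adjusted p = 0.869).

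Of 4151 genes tested in Adipo-CAR-like cells, 14 rose and 7 fell. Besides Hp and Cfb, those that rose included Saa3 (log2 fold change 5.07, SE 0.55), which encodes a serum amyloid A protein and was not called by DESeq2 (adjusted p = 0.701), the protease inhibitor gene Serpina3n (1.56, SE 0.27) and Lbp (1.46, SE 0.27), which encodes the lipopolysaccharide-binding protein. Rbp4, which encodes a retinol-binding protein, fell by 2.58 (SE 0.47). Without ven/aza mouse 4, Lbp (1.29) and Rbp4 (-3.28) no longer passed. Of 6 measured inflammation genes, 1 (Saa3) rose and none fell (2 rose when adjusted over the list alone), with a median log2 fold change of 1.36 (camera adjusted p = 1.99e-15). With an estimated correlation this list had an adjusted p = 0.0547. Neutrophil granule genes moved with it in these cells, at a median of 2.15, with 1 of 3 measured higher over all genes and 3 when adjusted over the list alone (camera adjusted p = 1.17e-11, adjusted p = 0.0547 with an estimated correlation). Of 15 measured niche factors, 1 (Igf1) fell and none rose (the same when adjusted over the list alone), at a median of -0.31 (camera adjusted p = 0.00767, adjusted p = 0.497 with an estimated correlation). Of 12 adipogenic genes, 1 (Hp) rose and none fell (2 rose when adjusted over the list alone), while the median was -0.26 (camera adjusted p = 0.958).

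In Osteo-CAR-like cells, 1 of 4494 genes rose and none fell, against 286 at an unadjusted p under 0.05 and 2 called by DESeq2. That gene was Adipoq, which encodes the fat cell hormone adiponectin, at 127 CPM in vehicle and 537 CPM in ven/aza mice (log2 fold change 2.10, SE 0.33, adjusted p = 0.0104), and it lost its call without vehicle mouse 2 (1.93), vehicle mouse 3 (2.18), vehicle mouse 4 (2.01) or ven/aza mouse 3 (1.46). Cxcl12 had a log2 fold change of -0.02 (SE 0.36, adjusted p = 0.997) in these cells and Kitl one of 0.12 (SE 0.31, adjusted p = 0.973). Of 16 niche factors none was called over all genes (2 lower when adjusted over the list alone; edgeR). In MSC clusters 3 and 4 summed, S100a9 and Tuba1a rose and Bglap, which encodes the bone protein osteocalcin, fell by 2.82 (SE 0.28, adjusted p = 4.23e-05), of 4936 genes. The 3 haemoglobin genes measured there had a median of -3.35, with none called by edgeR over all genes or over the list alone (camera adjusted p = 0.0587). There Cxcl12 had a log2 fold change of 0.10 (SE 0.21) and Kitl of 0.01 (SE 0.23), and 0 of 14 niche factors were called over all genes or over the list alone (489 of all genes at an unadjusted p under 0.05; DESeq2 called 17 genes).

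In all MSC summed, 10 of 7305 genes rose and 13 fell. Cxcl12 had a log2 fold change of 0.18 (SE 0.30, adjusted p = 0.884) and Kitl of 0.32 (SE 0.19, adjusted p = 0.604). None of 17 niche factors was called by edgeR over all genes or over the list alone, at a median of 0.07 (744 of all genes at an unadjusted p under 0.05; DESeq2 called 45 genes). Hpgd, which encodes a prostaglandin-degrading enzyme, fell by 1.07 (SE 0.18, adjusted p = 0.0133) and the immediate early gene Fosb by 0.86 (SE 0.15, adjusted p = 0.0143). Neither passed without vehicle mouse 1 (Hpgd -1.07, Fosb -0.80), vehicle mouse 2 (-1.09, -0.87) or vehicle mouse 3 (-0.97, -0.90), and Fosb also not without ven/aza mouse 2 (-0.81) or 4 (-0.83). Of 19 osteogenic and matrix genes, 0 were called over all genes by edgeR and 5 were lower when adjusted over the list alone, at a median of -0.28 (camera adjusted p = 2.26e-06, adjusted p = 0.303 with an estimated correlation). The mix of clusters in all MSC also differed, with MSC cluster 3 at 25.5% of MSC in vehicle and 15.8% in ven/aza mice. Its part in this median was not tested. Within classes the median of this list was -0.37 in Adipo-CAR-like cells, 0.10 in Osteo-CAR-like cells and -0.25 in MSC clusters 3 and 4. The neutrophil granule genes Ngp, S100a9 and Camp were among the 10 that rose, and a UMI of such genes was found in 21.4% of vehicle and 82.8% of ven/aza stromal cells. Car1, a gene of erythroid cells, was among those that fell (-3.54, SE 0.44).

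In data simulated on these mice, edgeR found 26% of genes changed 2-fold in Adipo-CAR-like cells, where the ven/aza group held mice 1 and 4 only, and 15% in Osteo-CAR-like cells, where it held mice 3 and 4 only. Hp is a marker of its class, and its change was 1.89 with the called genes left out of the clustering. The Adipo-CAR-like count was 8 without ven/aza mouse 4, and that in all MSC was 5 to 7 without vehicle mouse 1, 2 or 3 and 186 without ven/aza mouse 3. The Osteo-CAR-like count was 0 without vehicle mouse 2, 3 or 4, 10 without ven/aza mouse 3 and 36 without ven/aza mouse 4, 0 with the called genes left out of the clustering and 4 with another rounding of it. Hp (ENSMUSG00000031722) lies on chromosome 8 of GRCm38 from 109575128 to 109579172.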

Importantly, there was little DE genes in these MSC populations following ven/aza treatment (Suppl. Fig. 2D), in addition to no changes in the expression of important niche factors such as *Cxcl12* and *Kitl (*Suppl. Fig. 2E and F), suggesting that ven/aza has minimal impact on the MSC compartment.

Given that the most striking changes were observed in the EC compartment, we decided to focus on the BM vascular niche components in greater detail through differential abundance (DA) analysis (13) (Suppl. Fig. 1J and K), a robust statistical method utilized to assess the differences in abundance of cell populations between both conditions (details of analysis found in Suppl Materials and Methods). Most notably, DA revealed a significant underrepresentation of all SEC clusters in ven/aza treated mice, but no changes in AEC abundance (Suppl. Fig. 1J and K). 

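In vehicle mice, Bcl2, which encodes the anti-apoptotic protein that venetoclax blocks, was highest on average in SEC-like cells, at 174 ± 20 CPM (SD, n = 4 mice). Type R-like cells came next, at 150 ± 61.7 CPM (SD, n = 4), and held more Bcl2 than SEC-like cells in vehicle mouse 1. Bcl2 was lower in AEC-like cells, at 20.9 ± 18.2 CPM (SD, n = 4), in EC cluster 3, at 54 ± 14.3 CPM (SD, n = 4), and in EC cluster 6, whose best marker match was SEC, at 11.1 ± 13 CPM (SD, n = 4). Adipo-CAR-like cells held 52.3 ± 19.4 CPM, Osteo-CAR-like cells 50 ± 21.8 CPM and pericyte-like cells 18.1 ± 14.4 CPM (SD, n = 4 each). Fibroblast-like cells held 64 ± 54.7 CPM (SD, n = 4).

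Within a mouse, SEC-like cells exceeded Adipo-CAR-like cells by 1.61 on the log2 scale (SD 0.63), Osteo-CAR-like cells by 1.71 (SD 0.71), AEC-like cells by 2.80 (SD 1.14), EC cluster 3 by 1.55 (SD 0.32) and EC cluster 6 by 3.36 (SD 1.07), in 4 of 4 vehicle mice for each. The exact sign flip test over 4 mice, two-sided, gave p = 0.125 for these, the smallest p that 4 mice allow, so no difference among the vehicle mice could pass. The difference from Type R-like cells was 0.27 (SD 0.58, 3 of 4 mice; exact p = 0.375). Over all 8 mice, Bcl2 was higher in SEC-like than in AEC-like cells by 2.60 and than in Type R-like cells by 0.50 (SD 1.63, 5 of 8 mice; exact p = 0.516).

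Other genes of the BCL2 family had other orders. Mcl1, which encodes another anti-apoptotic protein, was highest on average in AEC-like cells (first in 2 of 4 vehicle mice), at 453 ± 78.4 CPM (SD, n = 4 vehicle mice), before SEC-like cells, at 386 ± 17 CPM (SD, n = 4). Bcl2l1, which encodes BCL-XL, was 123 ± 78.3 CPM (SD, n = 4) in Type R-like and 36.4 ± 5.55 CPM (SD, n = 4) in SEC-like cells. Bcl2l11, which encodes the pro-apoptotic protein BIM, was highest on average in SEC-like cells, at 87.4 ± 15.2 CPM (SD, n = 4), and they ranked first in 1 of 4 vehicle mice. Bax, which encodes an effector of apoptosis, was 309 ± 65.6 CPM (SD, n = 4) in EC cluster 6, 167 ± 29.1 CPM (SD, n = 4) in SEC-like and 65.6 ± 56.2 CPM (SD, n = 4) in Type R-like cells.

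Bcl2 (ENSMUSG00000057329) lies on chromosome 1 of GRCm38 from 106538178 to 106714274. The nuclear transcript Malat1 took a median of 3.41% of the UMIs of a vehicle SEC-like cell, 1.6% in Type R-like cells and 0.0359% in EC cluster 6.

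**Figure D3:**
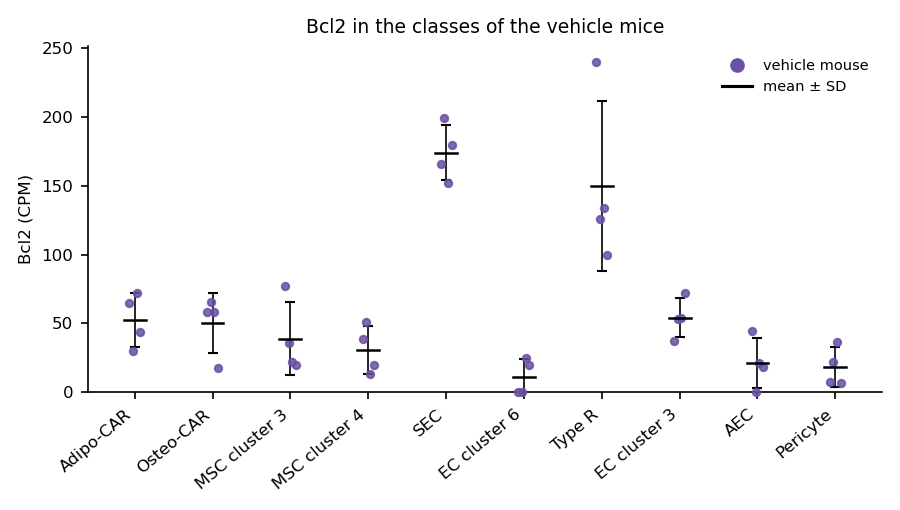
Bcl2 in CPM in 10 classes of the 4 vehicle mice (fibroblast-like and osteoblast-like cells not drawn), 1 point per mouse, with the mean and SD. The SEC-like class has a mean of 174 and the Type R-like class one of 150, and the means of the other classes drawn lie at 54 or below.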

Interestingly, analysis of the apoptosis-related gene expression profile revealed comparatively high expression of the venetoclax target *Bcl2* in the SEC clusters at homeostasis relative to other EC and stromal cell subtypes (Fig. 2C and Suppl Fig. 2F), thus providing a likely explanation as to why SECs may be particularly sensitive to ven/aza therapy. Unexpectedly, ven/aza treated mice also had a significantly higher proportion of Type R vessels, a recently reported post-arteriolar vessel-type typically localised in the trabecular and endosteal regions of the bone. As previously published, Type R vessels uniquely express *Dach1* (Suppl. Fig. 1I), endomucin (*Emcn*) and Sca-1 (*Ly6a*) (Fig. 2A). Using our immunofluorescent imaging, we confirmed the emergence of Emcn^+^Sca-1^+^ vessels primarily in the endosteal regions of femurs collected from ven/aza treated mice (Fig. 1C, white arrows and Fig. 1D), which likely correspond to the Type R vessels.

### Transcriptional reprogramming by ven/aza does not greatly impact expression of niche factor genes

To investigate whether cellular remodelling of the BM vasculature was coupled with transcriptional reprogramming of the EC compartment, cluster-level differential expression (DE) analysis with pseudo-bulking was performed between vehicle and ven/aza treated conditions. Notably, amongst all BME cell type captured, highest number of DE genes was found primarily in the vascular niche related clusters including the AEC cluster (374 DE genes), SEC clusters 1-3 (289, 219 and 152 DE genes respectively) as well as both Type H (261 DE genes) and Type R vessel (112 DE genes) clusters (Fig. 2D and Suppl. Table 1). Conversely, other stromal subtypes showed very little transcriptional reprogramming in response to ven/aza (Suppl. Fig. 1H and 2D), indicating an EC-specific impact of ven/aza on the BME. 

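SEC-like cells had 37 genes higher and 24 lower after ven/aza, of 6627 tested, the largest count of any class tested alone. Fn1, which encodes the matrix protein fibronectin, rose in them from 3.3 CPM in vehicle to 83.3 CPM in ven/aza mice (scaled by TMM to the genes tested; n = 4 each), a log2 fold change of 4.63 (SE 0.48, adjusted p = 6.36e-06 from edgeR), while in all MSC summed it was -0.69 (adjusted p = 0.712). The haematopoietic cells left out held 1.06 CPM of Fn1 in the vehicle and 34.3 CPM in the ven/aza library, against 3.7 and 110 CPM in SEC-like cells on that scale (UMIs of all genes). Pericyte-like cells had 1 gene higher and 4 lower, of 3008, with S100a9, a neutrophil granule gene, the one that rose, and the count was 1 to 8 when 1 mouse was left out. Col4a1, which encodes a basement membrane collagen, fell in them by 1.10 (adjusted p = 0.0201), a call that was lost without vehicle mouse 3 (adjusted p = 0.0518), vehicle mouse 4 (0.0583), ven/aza mouse 1 (0.0547) or ven/aza mouse 4 (0.0504). The pericyte-like class joins a cluster led by Acta2 (56 vehicle and 77 ven/aza cells) and another led by H2-M9 and Rgs5 (46 and 27). The part of this change of mix in the calls and gene lists of the class was not tested. Fibroblast-like and osteoblast-like clusters had too few mice with at least 10 cells for a test.

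AEC-like cells had 8 genes higher and 2 lower of 2643, EC cluster 3 had 3 higher and 14 lower of 1715, and Type R-like cells had 3 higher of 1103 and none lower, against 115 at an unadjusted p under 0.05. Clic1, which encodes a chloride channel protein, was the gene that rose in Type R-like cells besides S100a8 and S100a9, and it passed only with every ven/aza mouse and vehicle mouse 4 in the test (1.43 to 1.62 without 1 of them). S100a9 also rose in SEC-like (3.12, SE 0.26), AEC-like (2.99, SE 0.30) and EC cluster 3 cells (3.00, SE 0.33). At an absolute log2 fold change over 1, as in the strip chart of Fig. 2D, 26 genes were left in SEC-like cells, 21 in Adipo-CAR-like cells, 20 in all MSC, 16 in EC cluster 3, 7 in AEC-like and 3 in Type R-like cells. The mice of all MSC held 212821 to 1167319 UMIs, those of the SEC-like class 109408 to 914448 and those of the Type R-like class 26834 to 136600.

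With the mouse as a block, the response to ven/aza differed between SEC-like cells and all MSC in 6 of 8300 genes (edgeR; 4 with DESeq2). A split of the mice that exchanges vehicle mouse 4 and ven/aza mouse 3 gave 10, so chance is not excluded for this count. For Fn1 the change was larger in SEC-like cells by 5.12 (SE 0.49, adjusted p = 1.51e-07), and for Cdh13 and Vegfc, which encode T-cadherin and a lymphatic and endothelial growth factor, by 5.00 (SE 0.70) and 4.79 (SE 0.92), although both had too few counts to be tested in SEC-like cells alone. The change was smaller in SEC-like cells for Srgn (-1.92, SE 0.33), the histone gene Hist1h1c (-1.69, SE 0.33) and Npnt (-2.30, SE 0.47). Between Type R-like cells and all MSC, 3 of 5032 genes differed, against 242 at an unadjusted p under 0.05, where chance gives 252, and DESeq2 called 0. These were Ctla2a (2.71, SE 0.55), Cldn5 (3.94, SE 0.90), which encodes an endothelial tight junction protein, and Epb41 (-1.90, SE 0.42). None of them was called in Type R-like cells alone. For Cldn5 the difference between SEC-like cells and all MSC was 3.26 (SE 0.86, adjusted p = 0.211 from edgeR). Its difference therefore need not come from a rise in Type R-like cells.

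From the classes named next, 14 cells were drawn per mouse, 20 times. Adipo-CAR-like and Osteo-CAR-like cells were not drawn alone. All MSC is a sum of clusters whose mix differed between mice, so these counts do not set SEC-like cells beside a single MSC class. The median count was 17.5 (6 to 193) in SEC-like cells, 3 (2 to 9) in AEC-like cells, 2.5 (0 to 7) in EC cluster 3, 1 (0 to 10) in Type R-like cells and 0 (0 to 3) in all MSC. At 1000 UMIs per cell it was 1.5 (0 to 16) in SEC-like cells, 1.5 (0 to 3) in EC cluster 3, 0 (0 to 2) in AEC-like cells, 0 (0 to 7) in Type R-like cells (11 cells per mouse) and 0 (0 to 3) in all MSC. The SEC-like count was 20 to 35 without vehicle mouse 1 or 2 or ven/aza mouse 1, 2 or 4, and 406 without ven/aza mouse 3. The difference between SEC-like cells and all MSC was called in 3 genes without vehicle mouse 1 and in 67 without ven/aza mouse 3. That between Type R-like cells and all MSC was called in 0 to 5 genes without 1 mouse (0 without vehicle mouse 1 or ven/aza mouse 4). Fn1 (ENSMUSG00000026193) lies on chromosome 1 of GRCm38 from 71585520 to 71653200. From the low counts of genes in the other stromal subtypes beside those of the endothelial clusters, the paper reasons that the impact of ven/aza on the marrow environment is specific to endothelial cells.

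**Figure D4:**
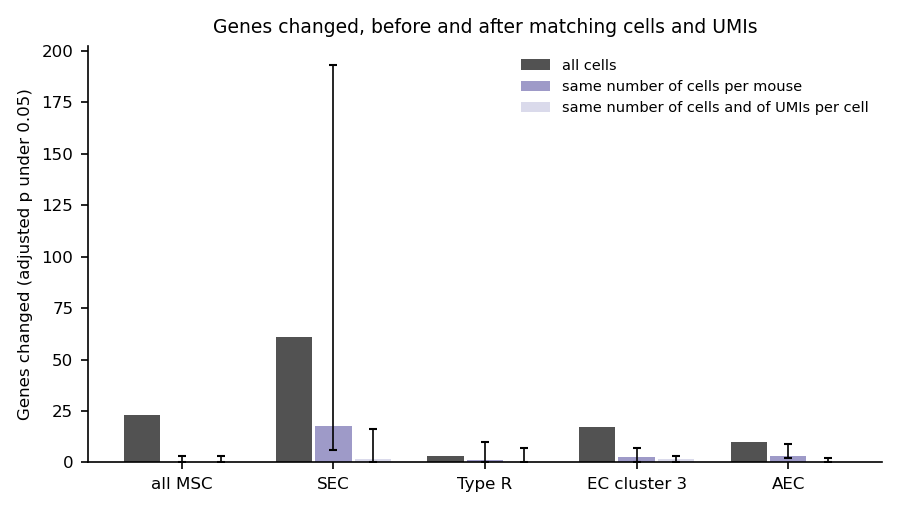
Number of genes changed by ven/aza (adjusted p under 0.05) in all MSC and in endothelial classes, with all cells, with 14 cells per mouse, and with 14 cells per mouse at 1000 UMIs per cell (11 cells in the Type R-like class); bars for the drawn cells are medians of 20 draws and their lines span the lowest and highest count. In SEC-like cells the count is 61 with all cells and 17.5 with 14 cells per mouse.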

Gene Set Enrichment Analysis (GSEA) (Fig. 2E) revealed global changes to energy metabolism amongst all EC compartments in ven/aza compartments (SECs, AECs, Type H and Type R ECs), while SEC 1, Type H and Type R (12) show a down-regulation of Rho GTPase signalling, a key regulator of cell-cell junctions. AEC and SEC clusters saw the greatest number of DEG genes between conditions, whereas Type R EC clusters showed comparatively less therapy-induced transcriptional changes (Fig. 2D). 

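Cxcl12 and Kitl, which encode the chemokine and the growth factor that stem cells depend on in the marrow, did not pass the test after ven/aza in SEC-like, Type R-like and AEC-like cells and EC cluster 3, the endothelial classes tested. In Type R-like cells Cxcl12 was 2750 CPM in vehicle and 3608 CPM in ven/aza mice (scaled by TMM to the 1103 genes tested), a log2 fold change of 0.41 (SE 0.24, adjusted p = 0.604 from edgeR, n = 4 each), and Kitl was 2735 CPM and 2528 CPM, a change of -0.09 (SE 0.20, adjusted p = 0.938). In AEC-like cells the log2 fold change was 0.32 for Cxcl12 (SE 0.18, adjusted p = 0.864) and 0.44 for Kitl (SE 0.21, adjusted p = 0.83). In EC cluster 3 it was 0.09 for Cxcl12 (SE 0.20, adjusted p = 0.917) and -0.32 for Kitl (SE 0.19, adjusted p = 0.571).

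SEC-like cells held little of either gene. Their Kitl was 79.9 CPM in vehicle and 113 CPM in ven/aza mice (log2 fold change 0.30, SE 0.48, adjusted p = 0.839), and their Cxcl12 was 65.1 CPM and 54.1 CPM (-0.30, SE 1.47, adjusted p = 0.961). That Cxcl12 mean rests on vehicle mouse 3, at 215 CPM against 7.75 to 14.2 CPM in the other vehicle mice (CPM of all genes), and without it the change was called at 1.86. Pericyte-like cells had a Cxcl12 change of 0.04 (SE 0.42) and a Kitl change of -0.32 (SE 0.22, adjusted p = 0.75).

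Of the list of niche factors, edgeR called 0 of 10 measured in SEC-like, 0 of 7 in AEC-like, 0 of 4 in Type R-like and 0 of 7 in pericyte-like cells over all genes. Adjusted over the list alone, 2 were higher and 1 lower in SEC-like cells, 1 was lower in pericyte-like cells, and none was called in AEC-like and Type R-like cells. At an unadjusted p under 0.05, 976 of all genes tested passed in SEC-like, 152 in AEC-like, 115 in Type R-like and 267 in pericyte-like cells, and the numbers called by DESeq2 were 126, 13, 2 and 13. In EC cluster 3, 1 of 6 niche factors fell and none rose (also when adjusted over the list alone), and this was Spp1, which encodes osteopontin, at 295 CPM in vehicle and 33.8 CPM in ven/aza mice (-3.11, SE 0.43, adjusted p = 2.84e-05). Its change was -0.80 and not called under another rule for assigning tags. Bmp6, an endothelial morphogen gene, had a log2 fold change of -0.15 (SE 0.22, adjusted p = 0.889) in Type R-like cells. The response of SEC-like cells differed from that of all MSC by 0.43 for Cxcl12 (adjusted p = 0.985) and by 0.08 for Kitl (adjusted p = 0.999). The response of Type R-like cells differed by 0.35 and by -0.34 (adjusted p = 1 for both). In data simulated on these mice, edgeR found 68% of genes changed 2-fold in Type R-like, 62% in AEC-like and 58% in SEC-like cells. The simulation changed 200 genes in each class, out of 1103, 2643 and 6627 tested. A larger changed share eases the adjusted threshold, so these percentages do not rank the classes. They can be too high where few genes change, as with the 3 called in Type R-like cells.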

Surprisingly, despite the significant transcriptional reprogramming of the vascular niche in response to ven/aza therapy, only modest changes were observed in niche factor genes typically associated with hematopoietic stem cell maintenance and survival (Suppl. Fig. 3B and C), such as *Cxcl12* and *Kitl* in all cell types that typically express both cytokines (Suppl. Fig 2E). There was a slight downregulation of Notch ligand family genes in the SEC clusters, including *Notch1, Dll4* as well as *Jag1* and *Jag2* in ven/aza treated mice, however many of these were not statistically significant (Suppl. Fig. 3C).

### Ven/aza induces breakdown in cell-cell communication and vascular leakiness in the BM vasculature

Although the expression of niche factor genes remains relatively unchanged in response to this therapy, gene set enrichment analysis of DE genes revealed a significant downregulation of cell junction and cell adhesion-related pathways across most of the EC clusters (Fig. 2E). Cell junction organization genes were particularly sensitive to ven/aza treatment (Fig. 2F), with widespread downregulation of genes across the SEC, AEC, Type H and to a lesser extent, Type R EC clusters. Cell adhesion was also compromised in response to therapy across all EC clusters (Suppl. Fig. 3A).

Given the significant downregulation of cell junction/cell adhesion related genes and Rho GTPase pathways across the EC compartments, we investigated through MultiNicheNet the differential cell-cell interactions (CCI) among murine ECs in response to ven/aza treatment (14). The algorithm prioritizes ligand-receptor (LR) interactions based on the differential expression of the genes coding for proteins involved in the physical interaction, and the targets of the ligand(s). Consistent with GSEA and DE analysis, the estimation of LR activity in receivers (clusters that express the receptors for ligands expressed by other clusters, and whose targets expression changes in response to changes in incoming ligands) showed a significant breakdown of CCI in the SEC compartments in response to ven/aza treatment (Fig. 2G and Suppl. Table 2). Interestingly, despite the significant reprogramming also observed in the AECs, there was instead a gain in highly differential outgoing CCI from the AEC cluster in response to therapy (16 in ven/aza treatment vs 8 in control amongst the top 50 differential interactions).

Among significantly changing interactions between ECs upon ven/aza treatment, the mpdz-claudin 5 (Cldn5) interaction in SECs is notable for its connection to vascular integrity. Indeed, Cldn5 has been previously reported as a critical junction protein for the maintenance of the blood-brain barrier (BBB), and its downregulation increases BBB permeability (15). Moreover, human MPDZ is also involved in angiogenesis and vascular integrity through its interaction with DLL4, a Notch ligand (16, 17). Another notable interaction between bone morphogenetic protein 4 (Bmp4), secreted by SECs, and activin receptor 2a (Acvr2a), expressed by Type R ECs, is reduced upon ven/aza treatment. Bmp4 is known to exert pro-angiogenic effects by destabilizing cell-cell junctions in ECs, while Acvr2a, a type II BMP receptor, balances TGF and BMP signalling (18).This interaction in vehicle-treated mice may favour the remodelling action of Type R ECs, which is greatly reduced upon ven/aza treatment.

To assess whether the loss of cell-cell interaction and downregulation of adhesion/tight junction pathways in the SECs resulted in increased vascular permeability in the BM, we performed evans blue dye (EBD) extravasation assay on ven/aza treated mice. In comparison to the vehicle treated counterpart, two weeks of ven/aza therapy resulted in increased EBD leakage into the BM of femurs, tibiae and iliac crests (Fig. 3A and B), signifying treatment-induced disruption of vascular integrity. V-Cadherin (VE-CAD) is a key component of EC junction formation and is typically highly expressed in SECs (19).In addition to the EBD assay, we also intravenously injected ven/aza treated mice with VE-CAD prior to culling to accurately assess whether the combinational therapy also reduced the expression of the junction protein essential for vascular integrity. Interestingly, two weeks of ven/aza therapy also resulted in a significant reduction in SECs as identified by VE-CAD expression (Fig 3C and D). Together, these functional results coupled with the transcriptional changes support the breakdown phenotype in EC networks with a significant remodelling and thus, compromising the BM vasculature in response to ven/aza therapy.

### Ven/aza induced damage and reprogramming of SECs results in defects in human HSPCs homing

SECs are heavily associated with leukocyte trafficking and homing of transplanted HSPCs to the BM niche (20, 21). Interestingly, in addition to the ven/aza induced reduction of SECs, there was also a significant downregulation of genes associated with HSC homing to the vasculature in the remaining SECs, including *Vcam1* (SEC 1-3); *Icam1* in SEC 2; *Stab1* in SEC 1-2, *Stab2* in SEC 1-3 and *Selp* in SEC 2 (Fig. 3E). Flow cytometry analysis also confirmed reduced expression of these adhesion molecules (Suppl. Fig. 3D). *Vegfr2 (Kdr)* expression in SECs is also important for HSC engraftment, such that treatment with mAb to Vegfr2 post-irradiation causes a reduction in HSC reconstitution (22). Interestingly, ven/aza treatment also induced a significant downregulation of both *Vegfr2 (Kdr)* and *Vegfr3 (Flt4)* in multiple SEC clusters (Fig. 3E), suggesting that the role of SECs in HSPC homing may be negatively impacted. Given the downregulation of several adhesion genes essential for facilitating HSPC homing coupled with the disruption of vascular integrity in the BM, we performed an *in vivo* homing assay to assess whether ven/aza induced destruction of vascular integrity resulted in defects in donor-derived HSPC homing. Following 48h hours post ven/aza treatment, mice injected with human CD34^+^ HSPCs had almost a ~2-fold lower (mean of HSPCs in veh = 23.13, ven/aza = 13.56) frequency of HSPCs home to the BM compared to vehicle control mice (Fig. 3F), thus supporting our hypothesis that ven/aza induced damage to the SECs significantly compromises the effective homing of donor-derived HSPCs to the BM niche.

### Remodelling of the BM vasculature is ameliorated three weeks post therapy

Based on the striking ven/aza induced damage to the vasculature, we sought to investigate whether this short-term ven/aza treatment inflicted longer term damage to the BM niche. For that, we treated mice with ven/aza for two weeks, followed by periodical assessment of the BM vasculature. Re-organisation of sinusoids (Fig. 4A and B) and re-emergence of ICAM-1^+^ SECs via flow-cytometry analysis was only observed three weeks post-treatment (Fig. 4C and Suppl. Fig. 4A). Intriguingly, scRNAseq of the BME of mice 50 days post-treatment revealed only partial recovery of BM EC cell type composition and SEC abundance upon DA analysis (Fig. 4D and E, Suppl. Fig. 4B-E). Furthermore, in contrast to the near absence in vehicle control mice, Type-R EC 2 neighborhoods that expanded in response to ven/aza treatment remained present in the BM vasculature (Suppl. Fig. 4B-4E). The transcriptional profile of ECs from recovery mice resembled vehicle ECs more than ven/aza ECs, however there remained considerable transcriptional differences between ECs from these conditions (Fig. 4F), including notable differences in metabolism related pathways (Suppl. Fig. 4F). Together, this data suggests that ven/aza damage was partially reversible, with significant yet incomplete recovery of the BM vasculature following several weeks post treatment.

### Engraftment of highly primitive HSCs is partially rescued with the restoration of the SEC compartment

To assess whether the partial recovery of the SEC compartment was reflected functionally, we transplanted CD34^+^ HSPCs into vehicle, ven/aza treated mice, and mice left to recover three weeks post treatment. Surprisingly, no difference in total human engraftment and lineage outputs was observed between all-experimental conditions 9 weeks post-transplantation (Suppl. Fig. 5A-B). However, further analysis of the donor-derived HSPCs revealed a 4-fold decrease (p value = 0.007) in the percentage of EPCR^+^ HSCs in mice transplanted with HSPCs shortly after ven/aza treatment (Fig. 4G). As a result of this, human HSPCs isolated from ven/aza treated mice were less effective in engrafting in secondary recipient mice (5 out of 7 mice from vehicle control, 3 out of 8 from ven/aza treated) (Fig. 4H), further demonstrating that the disruption of vascular integrity induced by ven/aza therapy compromises the long-term engraftment of EPCR^+^ HSCs.

Interestingly, the frequency of EPCR^+^ HSCs engrafted in mice transplanted with HSPCs three weeks post treatment (‘recovery’ mice) remained 1.7-fold less than the control, indicating that the incomplete transcriptional recovery of the endothelium was reflected in its functional output (Fig. 4G). However despite this modest defect in EPCR^+^ HSCs, human cells derived from recovery mice was able to successfully engraft in secondary recipient mice at similar success rates (6 out of 7 mice) observed in vehicle control mice (5 out of 7 mice) (Fig. 4H), indicating that the recovery of the SEC compartment is critical for the effective engraftment of a subset of highly regenerative HSCs with multilineage differentiation capacity (23, 24).

## Discussion

Venetoclax-based therapies are increasingly used clinically to treat hematological malignancies such as AML and multiple myeloma, in part due to their low cytotoxicity in comparison to conventional chemotherapies (7). Using humanised mice, we were able to characterize for the first time, the damage ven/aza causes to the BM vasculature primarily through the selective depletion of the SEC compartment. SEC sensitivity to therapy is not unique to ven/aza treatment, as evidence of SEC depletion has been showcased in other therapeutic interventions such as chemotherapy, irradiation and myeloablation (16). Notably, such damage to the SEC population is likely a result of treatment-induced inflammation of the BM niche (16, 25). Furthermore, damage caused to the BME is not specific to SECs, but instead negatively impacts all EC and stromal cell compartments. Conversely, ven/aza treatment seemingly does not trigger overt inflammation in the BME. Rather, ven/aza therapy causes selective damage primarily to the SEC compartment, presumably due to their comparatively high levels of Bcl2 expression. Hence an important distinction between irradiation or chemotherapy compared to ven/aza treatment is that the latter does not greatly impact other ECs or stromal cell populations.

ECs plays a critical role in regulating hematopoiesis, however distinguishing between the cell-specific roles of each EC subtype remains controversial, in part due to the growing understanding of the true heterogeneity in both HSCs and the EC compartment. Cxcl12 and Kitl secreting MSCs are also thought to play a critical role in HSPC homing (26, 27). We found that ven/aza caused minimal damage to the MSC compartment and also very little change in Cxcl12 and Kitl expression in all the BM cell types that typically express both cytokines. Instead, we found that not only was ven/aza damage specific to SECs, but this alone was sufficient to negatively impact HSPC homing and engraftment of highly primitive HSCs. Hence surprisingly, it appears that damage to the vascular integrity rather than the expression of chemoattractants such as Cxcl12 and Kitl has a greater impact on HSC homing and engraftment of highly primitive HSCs. Therefore, these findings highlight the importance of SECs in HSPC homing and engraftment of LT-HSCs following ven/aza therapy and that failed or inefficient HSCT following other therapeutic interventions, may also be attributed primarily to the damage to the SEC compartment rather than the non-specific damage to the BME.

Ven/aza treatment also saw an unexpected expansion of a newly characterized vessel known as Type-R capillaries, accompanied by an increase in outgoing signalling from these cells. Although currently our understanding of Type-R capillaries is heavily associated with bone remodelling, the relationship between Type R vessels and HSPCs remains largely unknown. Therefore, whilst our data shows the breakdown of known interactions along the HSPC-SEC axis, we cannot exclude the possibility that the emergence of Type-R vessels could also contribute to impaired HSC engraftment and this warrants further investigation.

In conclusion, we have comprehensively characterized the ven/aza induced remodelling of the BM vascular niche along with its downstream impact on HSPC homing and engraftment of highly primitive EPCR^+^ HSCs. Hence, interventions that could maintain SEC integrity may become a key determinant in improving HSC reconstitution and patient outcomes for those that undergo BMT post therapy.

### Materials availability

All biological materials used in this study are available from the lead contact upon request or from commercial sources. This study did not generate new unique reagents.

### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Dominique Bonnet ()

## Supplementary Material

Suppl. Fig 1

Suppl Table 1

Suppl Table 2

## Figures and Tables

**Fig. 1:**
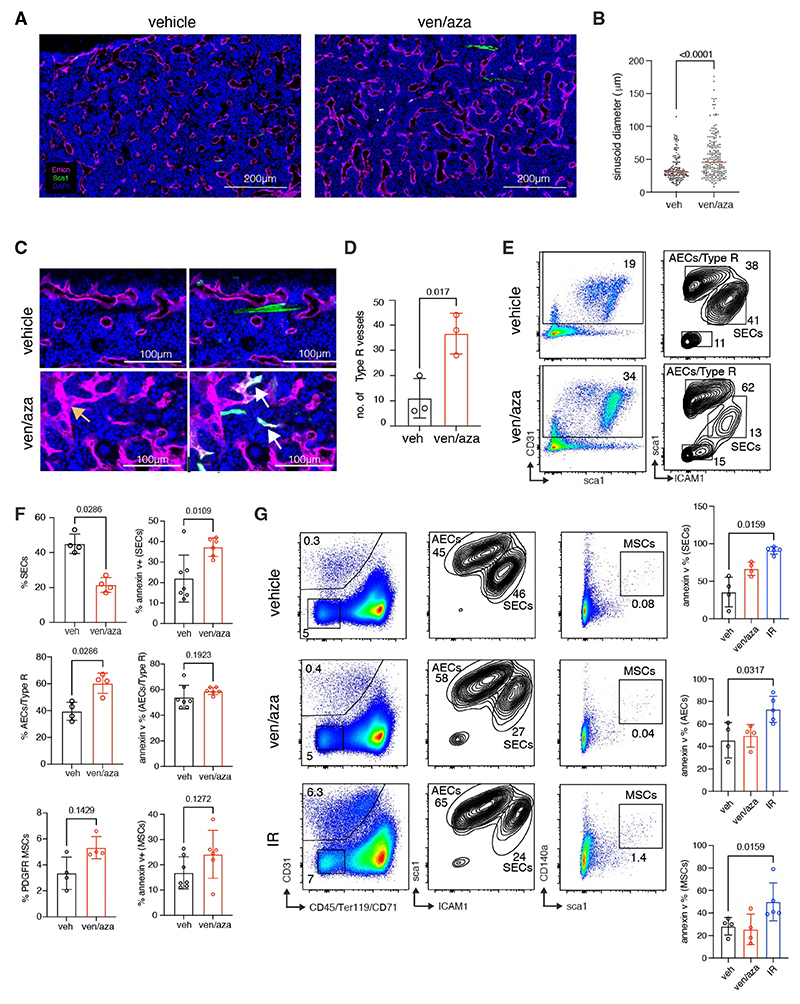
Ven/aza combinational therapy induces selective damage to the bone marrow vasculature. (**A**) Immunofluorescent imaging of vehicle control and ven/aza treated mice stained with Endomucin (Emcn), Sca1 and DAPI. (**B**) Quantification of sinusoid diameter from 3 slides from individual mice from each condition analyzed. (**C**) Immunofluorescent imaging displaying irregular sinusoids (orange arrow) and emergence of Type R vessels (white arrow) in ven/aza treated mice. (**D**) Quantification of Emcn^+^Sca1^+^ Type R vessels from immunofluorescent imaging. (**E**) Representative flow cytometry analysis of the EC compartment from vehicle and ven/aza treated mice. **(F)** Quantification of SEC and AEC or Type R (in %) in addition to percentage of apoptotic cells (annexin v^+^ %) in vehicle and ven/aza treated mice as assessed by flow cytometry analysis. Error bars indicate the S.D from three independent experiments, with a minimum of 3 slides analyzed. (**G**) Representative flow cytometry plots comparing the impact of ven/aza and irradiation on the EC and MSC compartments, in addition to quantification of the % of cells undergoing apoptosis (annexin v^+^ %) in each cell population. Error bars indicate the S.D from four individual mice in each condition. Mann Whitney test was performed to determine p value between comparisons.

**Fig. 2:**
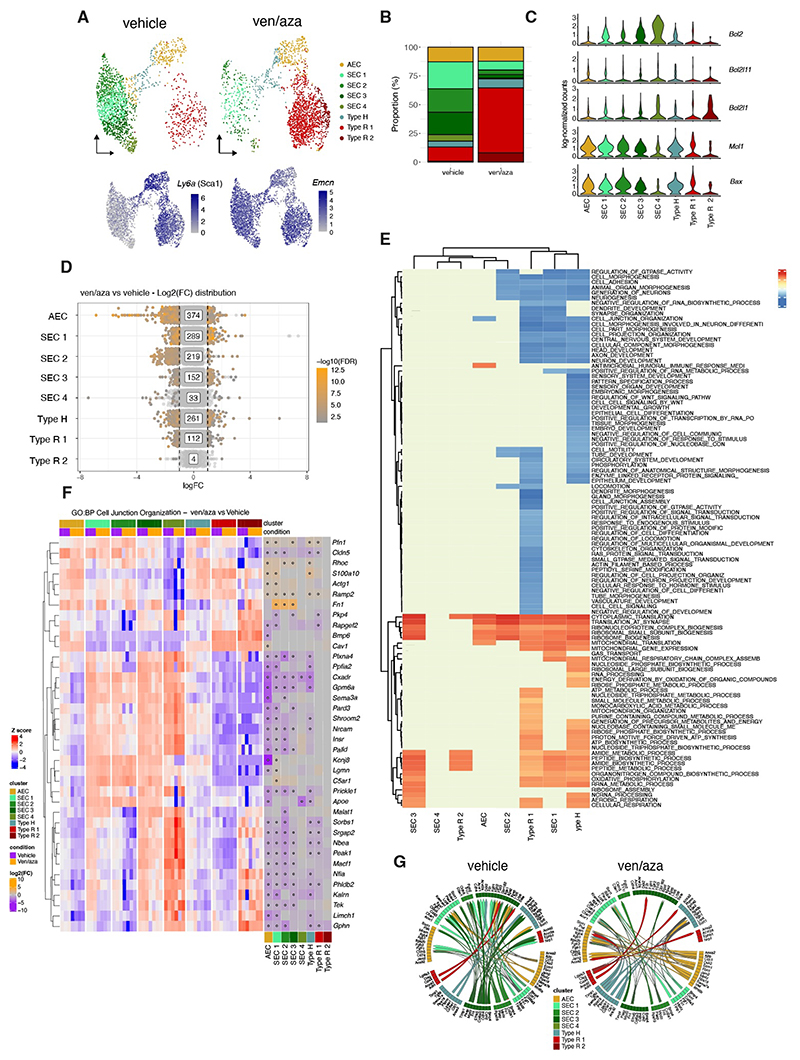
Structural damage of BM vasculature is coupled with transcriptional reprogramming of BM ECs and defects in HSPC homing. (**A**) UMAP visualization of color-coded BM niche EC clusters (n=8) in single-cell RNA-seq data, as well as expression levels of *Ly6a* (*Sca-1*) and *Emcn* expressed in Type R EC clusters. (**B**) Proportion plot displaying cell type composition in vehicle and ven/aza EC compartment. (**C**) Stacked violin plot of expression levels of apoptosis related genes (including *Bcl2, Bcl2l11, Bcl2l1, Mcl1* and *Bax*) in the EC clusters from vehicle control mice. (**D**) Stripchart displaying differential gene expression between conditions in each cluster. Points colored with a grey to orange gradient show statistical significance (according to FDR-adjusted p-values) where absolute log2(fold change) (log2(FC)) is above 1 and FDR-adjust p-value is below 0.05. (**E**) Normalized Enrichment Score (NES) matrix for Gene Set Enrichment Analysis (GSEA) per-cluster of DE results from ven/aza vs vehicle-treated conditions for the EC compartment. (**F**) Differentially Expressed (DE) Heatmap of genes between vehicle and ven/aza conditions along the cell junction (Gene Ontology gene set). Purple colored boxes signify downregulation in the ven/aza condition, whereas orange boxes signify upregulation. DE for a given gene that is statistically significant between conditions is marked with a dot in the centre of each box in the right-hand side heatmap. (**G**) Chord diagrams displaying the top 50 ranked ligand-receptor interactions in the EC compartment in vehicle and ven/aza treated mice.

**Fig. 3:**
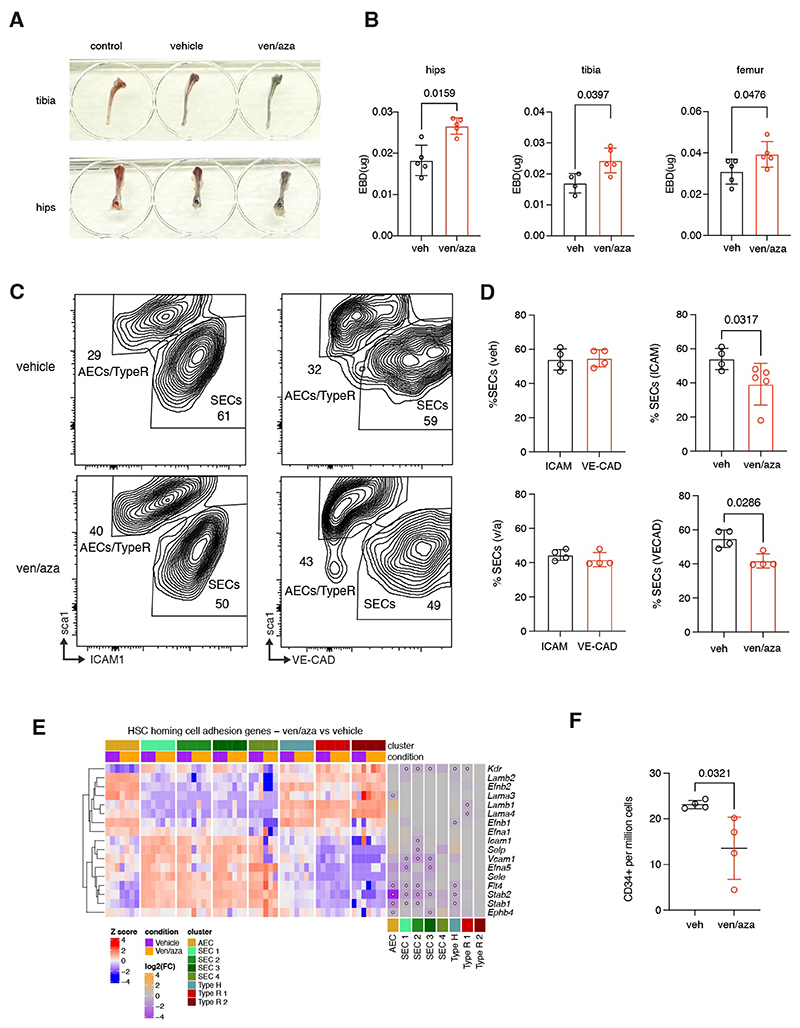
Ven/aza treatment causes major disruption to vascular integrity and EC adhesion in the BM niche (**A**) Representative images of tibia and hip bones collected from vehicle, ven/aza treated and control mouse not injected with EBD) mice injected with EBD 3 hours prior to culling. (**B**) Quantification of amount of EBD analyzed in the hips, tibia and femur bones of veh and ven/aza treated mice. Each point represents the average amount of EBD detected per pair of bones in each individual mouse. (**C**) Representative flow cytometry plots assessing the impact of ven/aza on VE-CAD expression via intravenous injection of VE-CAD antibody prior to cull. Population was pregated on mCD45^-^,Ter119^-^,CD71^-^,CD31^+^ cells. (**D**) Statistical comparison of the % of SECs in the BM as determined by ICAM-1 or VE-CAD expression in vehicle and ven/aza treated mice. (**E**) DE heatmap of adhesion genes related to HSC homing in ven/aza and vehicle-treated mice. (**F**) Quantification of CD45+CD34^+^ HSPCs that homed to the BM niche as assessed by flow cytometry. Mann Whitney test was performed to determine p value between all comparisons.

**Fig. 4:**
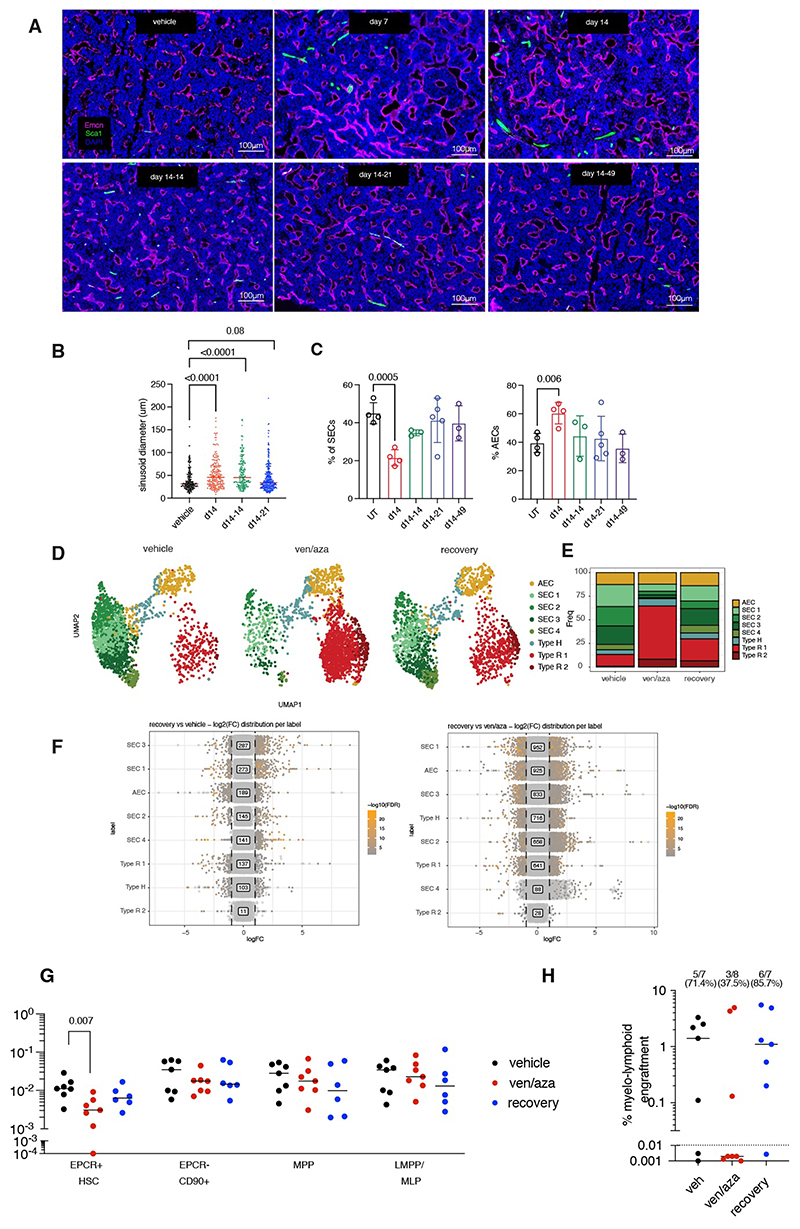
BM vascular niche undergoes partial recovery following several weeks post ven/aza treatment (**A**) Representative images of femur sections immunostained with Emcn, Sca-1 and DAPI. (**B**) Quantification of sinusoidal diameter across all timepoints. (**C**) Flow cytometry analysis of % of SEC and % of AEC within CD45^-^CD71^-^Ter119^-^CD31^+^ EC population across all the indicated timepoints. Datapoints were collected over three independent experiments and minimum of three slides analyzed per timepoint. (**D**) UMAP visualization of bone marrow EC clusters across the veh, ven/aza and recovery mice after data integration. (**E**) Proportion plot demonstrating cell type composition across all the indicated timepoints. (**F**) Stripchart of DE genes between recovery vs vehicle and recovery vs ven/aza conditions for each of the EC clusters. (**G**) Quantification of EPCR^+^ (CD201^+^) HSCs, MPPs and LMPP/MLPs across all conditions as assessed by flow cytometry. Each dot represents a mouse and median bars are shown. (**H**) percentage of human engraftment in secondary recipient mice transplanted with human CD34^+^ collected from vehicle, ven/aza or recovery mice. Each dot represents a mouse and median bars are shown. Mann Whitney test was performed to determine p value between all comparisons.

## Data Availability

Single cell RNA-sequencing have been deposited at GEO and are publicly available as of the date of publication. Accession numbers is GSE297754.

## Key points

- The Venetoclax and azacitidine (ven/aza) combinational therapy causes significant cellular and transcriptional remodelling of the bone marrow vasculature
- Ven/aza induced damage to the bone marrow vasculature leads to impairments in donor-derived HSPC homing and engraftment of EPCR^+^ HSCs

# Supplementary material for: Remodelling of the bone marrow vasculature induced by venetoclax and azacitidine damage
**Source:** Blood. Author manuscript; Available in PMC 2026 Feb 18.
**Supplement:** Suppl. Fig 1

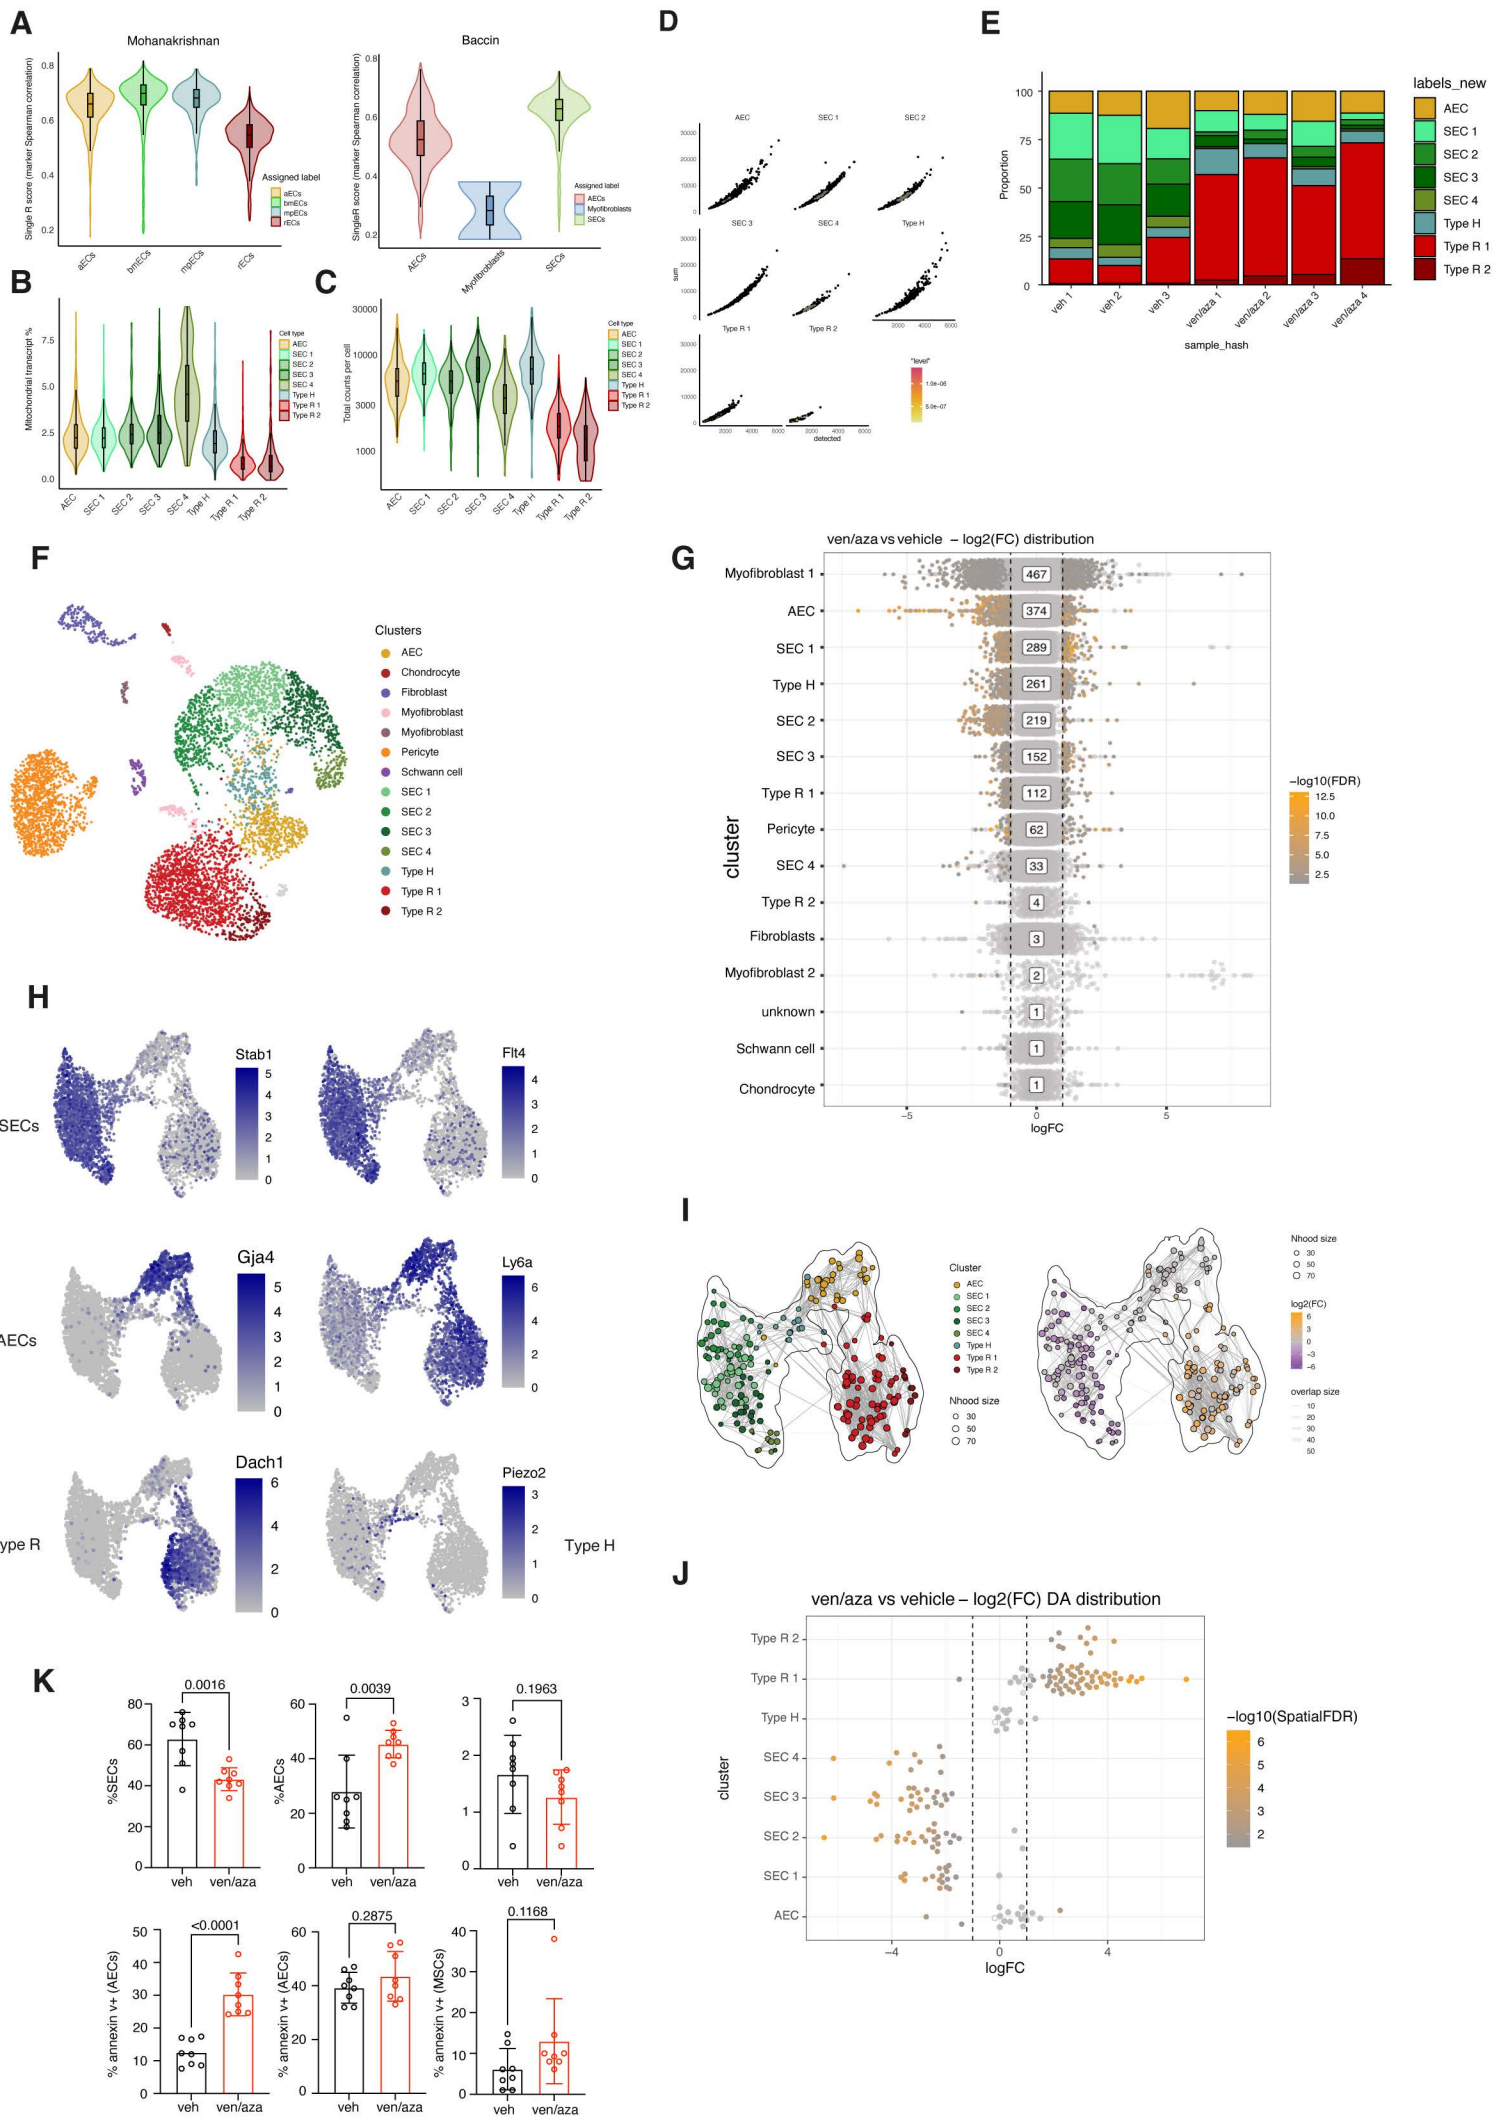

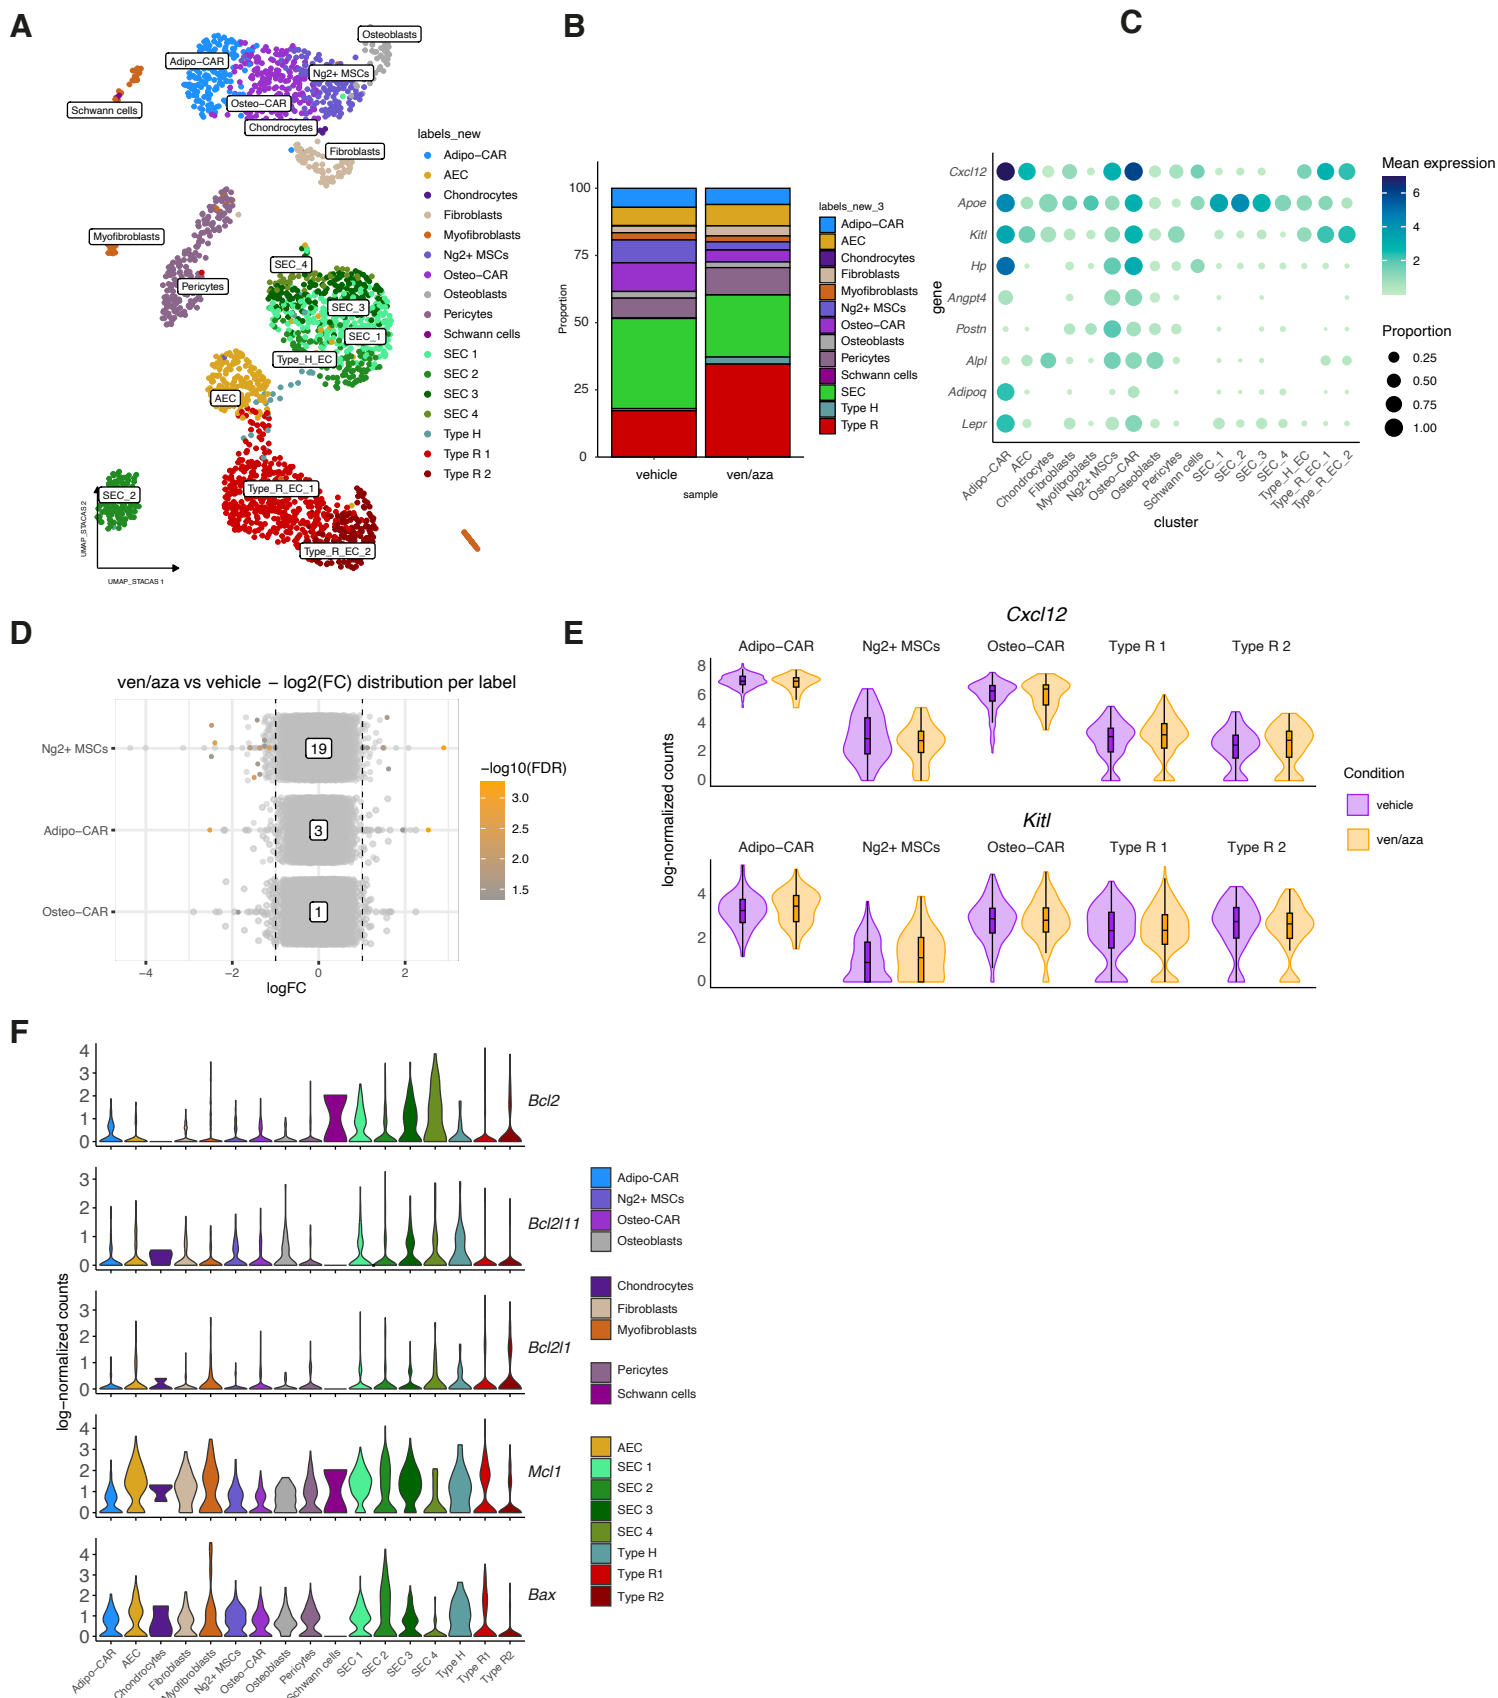

A

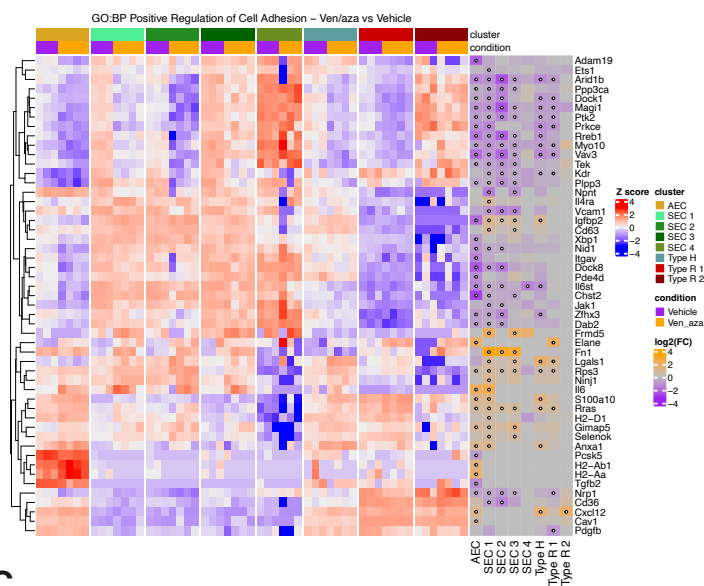

B

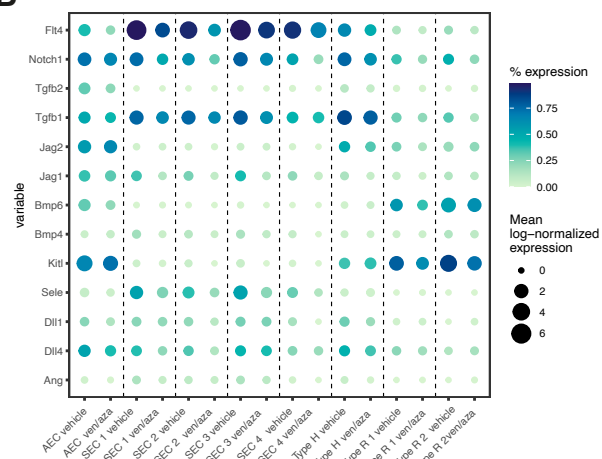

C

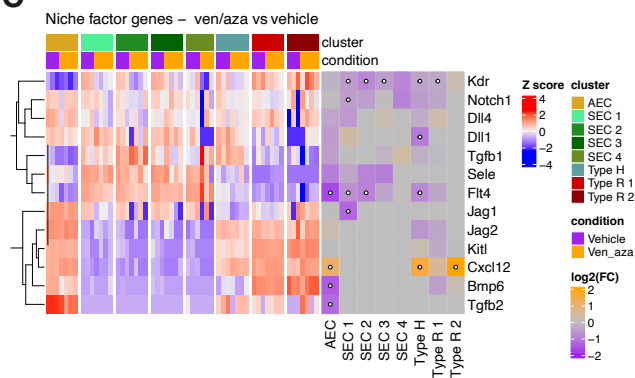

D

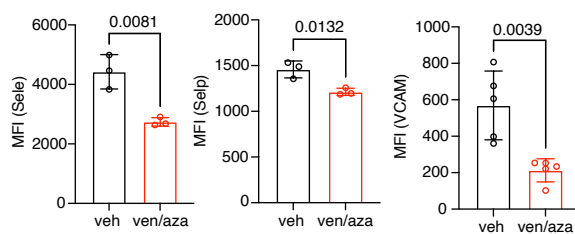

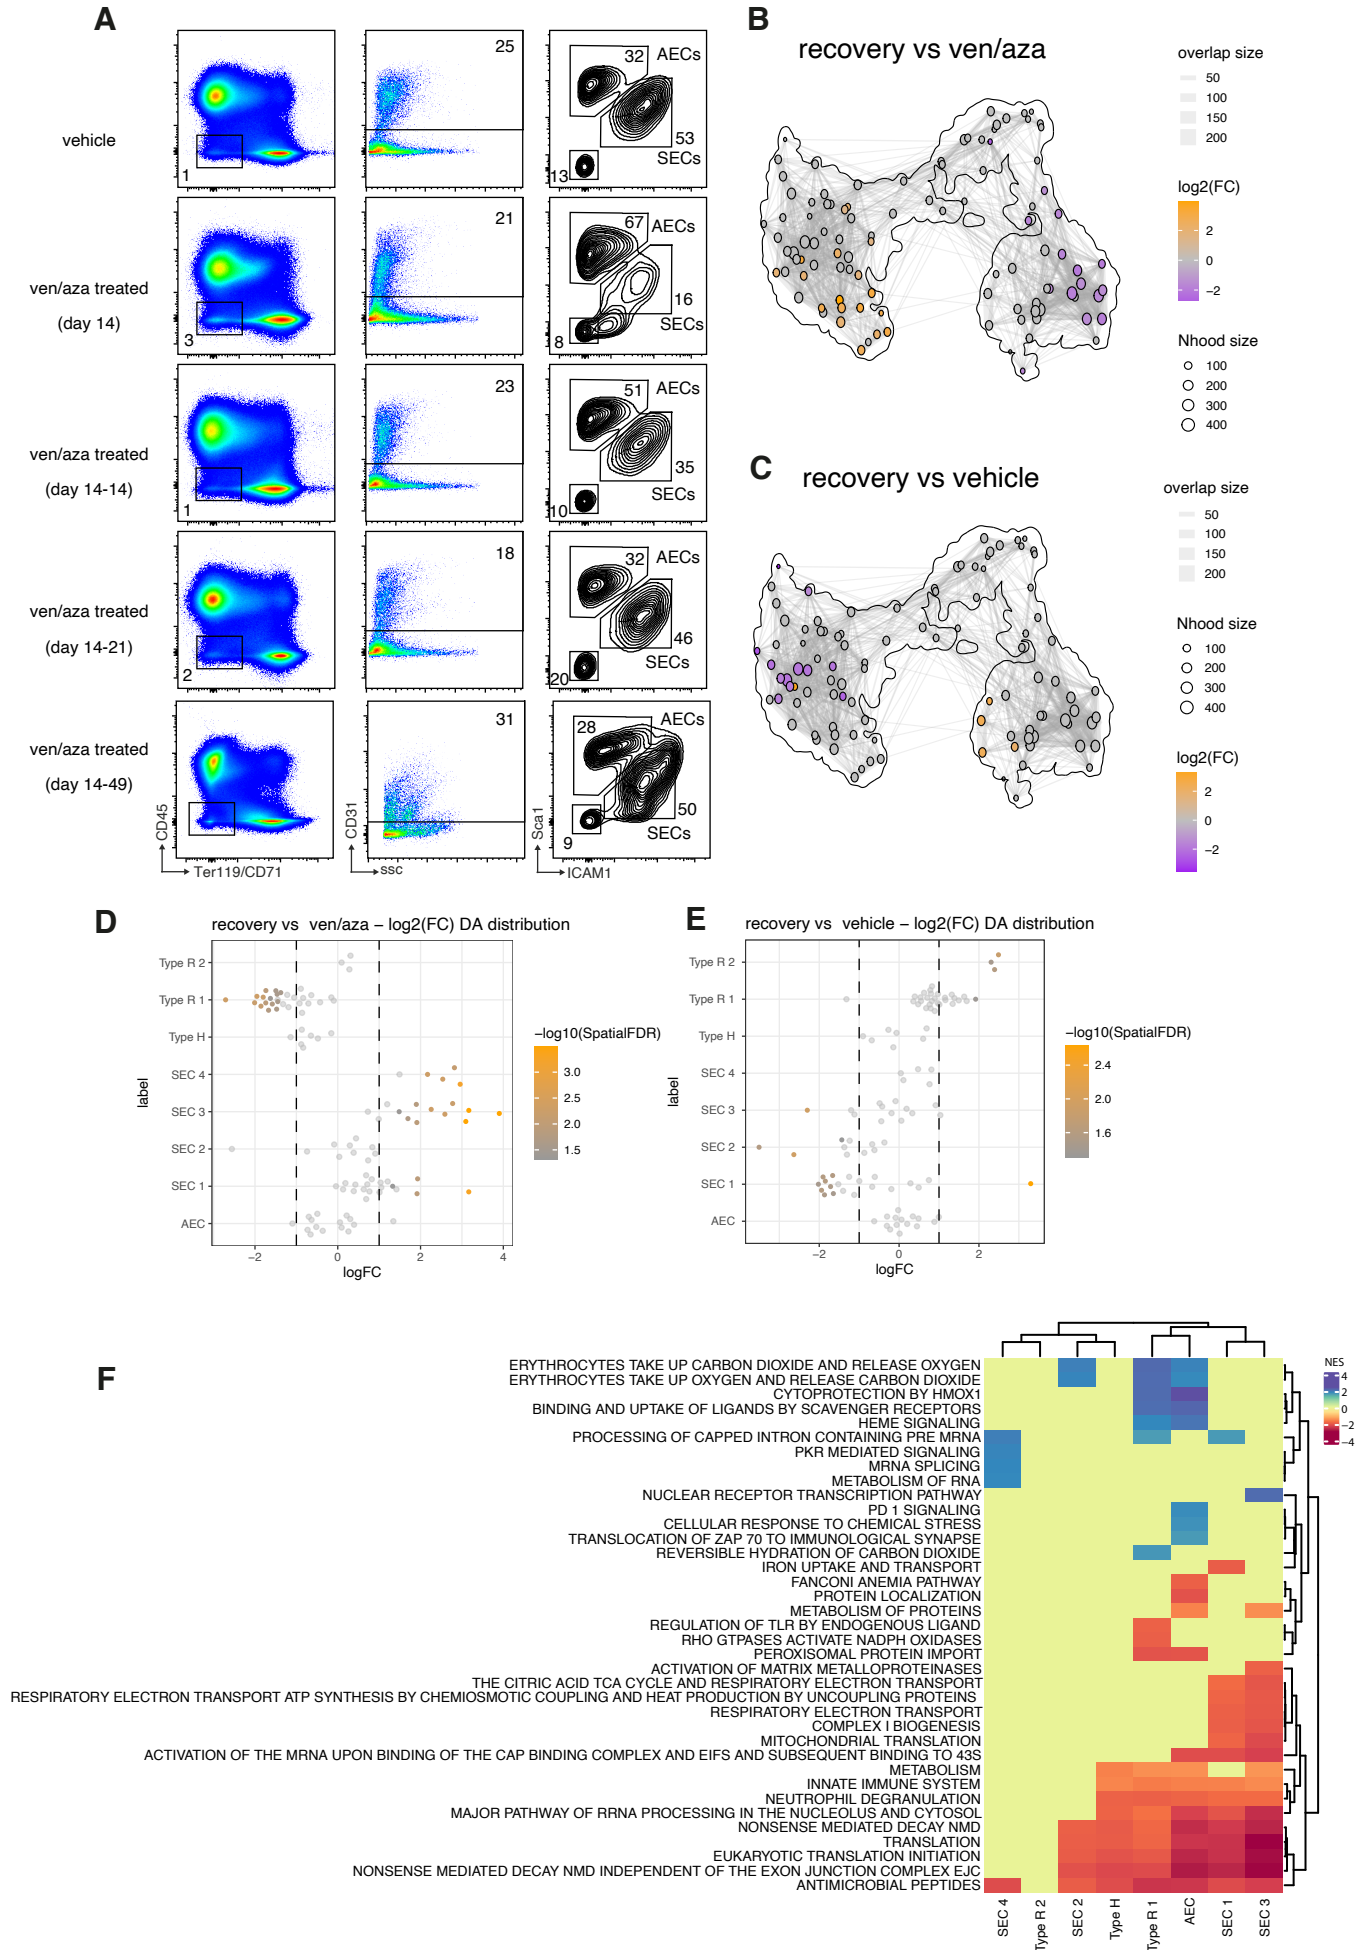

A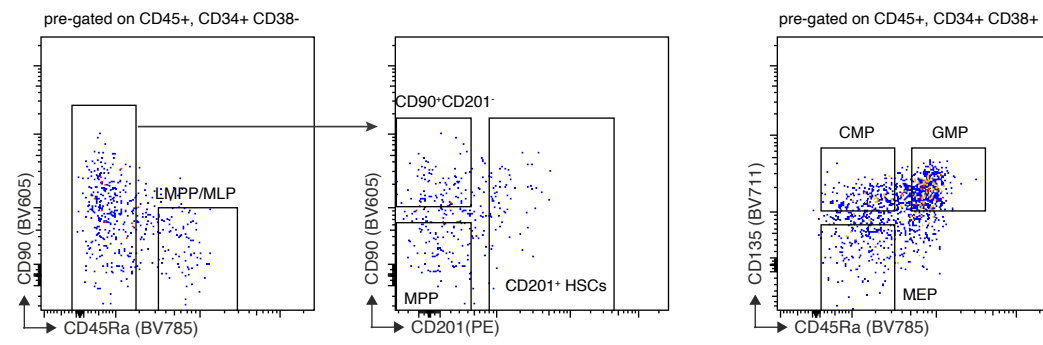**B**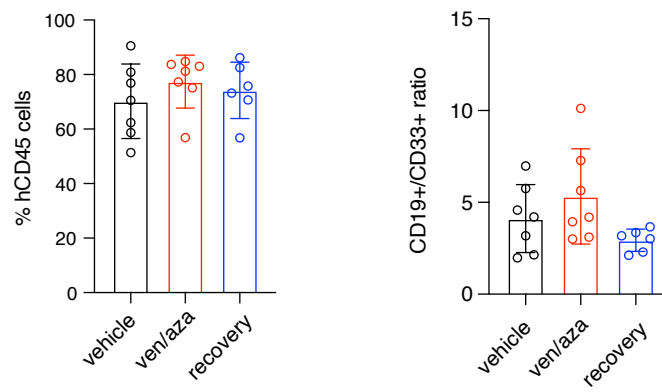

Suppl. Fig. 1. (A) Quantification of SEC, AEC/Type R and PDGFR+ MSCs (in %) in addition to percentage of apoptotic cells (based off annexin v+ %) of each compartment in immunocompetent C57/B6 mice. Error bars indicate the S.D from 8 individual mice in each condition. Mann Whitney test was performed to determine p value between comparisons. (B) Violin plots representing Confidence in reference-based cell type mapping (SingleR scores) using both the Baccin et al. (1) and the Mohanakrishnan et al. (12) datasets. (C) Percentage of mitochondrial transcript per cell type. (D) Total UMI counts per cell and total genes detected as violin plots, (E) and as scatterplots. (F) Barplot representing proportion of cell type per condition per mouse. (G) integrated UMAP visualization of all BM niche clusters from vehicle and ven/aza treated mice. (H) Stripchart representation of DE genes in each cluster between vehicle and ven/aza conditions. (I) Expression levels of known marker genes for different EC compartments. (J) UMAP visualization of miloR neighborhoods used in differential abundance testing, colored by the most abundant label they include and UMAP visualization of miloR neighborhoods colored by differential abundance testing results (log (FC)) between ven/aza and vehicle (orange: higher in ven/aza, purple: higher in vehicle). (K) Stripchart with differential abundance testing log (FC) results in each cluster. Each dot represents a neighbourhood. Neighbourhoods are colored with a grey-orange gradient only if their spatial FDR is below 0.05 and their absolute log (FC) is above 1.

Suppl. Fig. 2. (A) integrated UMAP visualization of all the BM niche cell clusters in replicate vehicle and ven/aza treated mice dataset. (B) Proportion plot displaying cell type composition in vehicle and ven/aza BM. (C) Bubble plot displaying the expression of niche factor genes such as Cxcl12, Kitl and Lepr in all stromal cell compartments captured in veh and ven/aza treated mice. (D) Stripchart representation of DE genes in each MSC cluster between vehicle and ven/aza conditions. (E) violin plots comparing the expression of Cxcl12 and Kitl in relevant stromal cell compartments between vehicle and ven/aza conditions. (F) Stacked violin plot of expression levels of apoptosis related genes (including Bcl2, Bcl2l11, Bcl2l1, Mcl1 and Bax) in the stroma cell clusters from vehicle control mice.

Suppl. Fig. 3. (A) Heatmap displaying differential gene expression for positive regulators of cell adhesion pathway in all EC clusters between ven/aza vs vehicle treated mice. **(B)** Bubble plot visualization of the expression levels of known niche factor genes typically found in ECs. **(C)** Heatmap of niche factor genes that are differentially expressed in EC clusters between ven/aza- and vehicle-treated mice. **(D)** median fluorescent intensity (MFI) of adhesion molecules Sele, Selp and VCAM in SECs from vehicle and ven/aza treated mice. Error bars indicate the S.D from 3 or 4 individual mice in each condition. Mann Whitney test was performed to determine p value between comparisons.

Suppl Fig. 4. (A) Representative flow cytometry analysis of the BM endothelial cells across all timepoints. **(B)** UMAP visualization of miloR neighborhoods colored by differential abundance testing results ($\log(\text{FC})$) between recovery vs ven/aza (orange: higher in ven/aza, purple: higher in vehicle) and **(C)** recovery vs vehicle. **(D)** Stripchart with differential abundance testing $\log(\text{FC})$ results in each cluster for recovery vs ven/aza and **(E)** recovery vs vehicle. Each dot represents a neighborhood. Neighborhoods are colored with a grey-orange gradient only if their spatial FDR is below 0.05 and their absolute $\log(\text{FC})$ is above 1. **(F)** Normalized Enrichment Score (NES) matrix for Gene Set Enrichment Analysis (GSEA) per-cluster of DE results from recovery vs vehicle-treated conditions for the EC compartment.

Suppl Fig 5. (A) Percentage of overall human CD45⁺ engraftment and percentage of overall human myeloid (CD33⁺) and B cell lineage (CD19⁺) engraftment. **(B)** Gating strategy to identify EPCR⁺ (CD201⁺) HSCs, MPPs, LMPPs, CMPs, GMPs and MEPs

Supplementary Materials + Methods

Isolation and Enzymatic digestion of mouse BM cells:

The BM plug was then enzymatically digested using collagenase-type I (3 mg/ml) (C0130, Merck) and dispase II (D4693, Merck) (neutral protease, grade 2: 4 mg/ml) and incubated for 15 min at 37°C. Any residual undigested BM plug along with the flushed bones were also placed in new enzymatic digestion buffer for an additional 15 min and vortexed regularly. The digested sample was then filtered through a 100 µm strainer and resuspended phosphate saline buffer (PBS) with 2% of fetal bovine serum (FBS). The sample centrifuged at 300 g for 5 min and washed twice with PBS with 2% of FBS before immunostaining.

Irradiation

Sub-lethal irradiation was performed with a single dose at 3.75 Gy using a Cs¹³⁷ source. Mice were culled 3 days post irradiation and isolated BM cells were characterized using flow-cytometry.

Evans Blue Dye (EBD) assay:

BM Evans Blue Dye assay was performed as per previously published protocol (1). In short, mice were intravenously injected with 25 mg dye/kg total body weight of solubilized Evans Blue Dye (Sigma-Aldrich, E2129) (solubilized in PBS). Following 3h post-injection, mice were sacrificed and cardiac perfused with 10 ml of PBS. Femurs, tibias and hip bones were collected from each mouse, cut in half and left in 300 µl of formamide (Millipore-Sigma) and incubated at 55°C overnight. Supernatant was removed the next day, and absorbance (abs) was measured at 620 nm and 740 nm. To correct for heme-containing proteins [$Abs_{620} - (1.426 \times Abs_{740} + 0.03)$] and blanked using non-injected controls were used [corrected sample Abs_{620} —corrected non-injected control Abs_{620}].

Sample preparation and immunostaining for imaging:

Femurs from mice were collected and fixed in freshly made 4% Paraformaldehyde (PFA) (28908, Thermofisher) for 4-6 hours at 4°C. followed by PBS washing and decalcification (decalcification buffer: 0.5 M EDTA in H₂O, pH 7.4) for 24 hours at 4°C. Femurs were then placed in cryoprotection buffer (20% w/v sucrose (Sigma), 2% w/v polyvinylpyrrolidone (PVP) (Sigma) for a further 24 hours at 4°C and then immersed in Optimum cutting temperature (OCT) (KMA-0100-00A, CellPath) medium for 30 min on ice. Femurs were then placed in plastic caskets filled with OCT and cryo-embedded with Liquid N₂ before immunostaining.

For immunostaining, frozen slides were fixed in 99.6% cold ethanol for 15 sec before incubated in acetone for 10 min at RT. Tissues were rehydrated using S1 buffer (2) for two min before fixing in 1.6% PFA solution for 10 min at RT. Following fixation, tissue is washed 3x in S1 buffer for 5 min each and incubated in blocking buffer (mouse IgG 1 µg/ml (I53181, Sigma), rat IgG 1 µg/ml (I4131, Sigma) and sheared salmon sperm DNA 10 µg/ml (AM9680, Thermo Fisher Scientific) in S1 buffer) in humidity chamber for 30 min. Tissue sections were washed in S1 buffer and incubated with DNA-barcode conjugated antibody mixture overnight at 4°C.

Single cell RNA-seq analysis:

Quality control and filtering:

Reads were aligned to the mouse genome reference (*mm10 3.0.0*) provided by 10X Genomics and quantified using Cell Ranger v. 7.1.0, aligning, in *multi*-mode. Counts were imported in R 4.3.2 into a *SingleCellExperiment* object. QC and filtering were carried out in each experimental sample (ven/aza, vehicle, recovery), discarding cells with low total number of counts (< 3.5 MADs (median absolute deviations) in log₁₀ scale), low total number of genes with at least 1 count (< 3.5 MADs in log₁₀ scale); high mitochondrial, ribosomal and Malat1 transcript content (> 3.5 MADs in percentage each). 1757 cells (vehicle), 2382 cells (ven/aza), and 1160 cells (recovery) were removed; 9028, 8054 and 5567 cells for vehicle, ven/aza, and recovery respectively were retained. A previously published dataset (3) with immune and stroma cells from murine bone marrow was used with *SingleR* v. 2.4.1 (4) for reference-based annotation, identifying a total of 8156 cells

as belonging to the immune system in our data (4263 vehicle, 2688 ven/aza, 1205 recovery) which were removed for further analyses.

Normalization, highly variable gene selection and dimensionality reduction:

For vehicle and ven/aza only: batch-aware normalization was performed using the *multiBatchNorm()* function from *batchelor* v. 1.18.1 (5) batching on the experimental condition, with size factors calculated via pooling using the *computeSumFactors()* function from *scrn* v. 1.30.2 (6). Highly variable genes were estimated using *modelGeneVar()*, fitting a mean-variance trend to log-transformed expression values and blocking by condition. A statistical test was then performed on the variance of each gene (null hypothesis: biological component is 0). A gene is highly variable if the FDR-adjusted p-value was below 0.01, resulting in 2082 highly variable genes. Principal Component Analysis (PCA) was used to reduce the dimensionality of the log-normalized gene expression values using the highly variable genes as input features, through *runPCA()* from *scater* v. 1.30.1 (7), retaining 50 components.

Integration:

Vehicle and ven/aza samples were integrated using the Canonical Correlation Analysis-based integration procedure from *Seurat* v. 5.2.1 (8). The object was split by condition and samples were separately normalized (through *NormalizeData()*), and highly variable features were identified (through *FindVariableFeatures()*, *method* = "vst"). Datasets were integrated by running *SelectIntegrationFeatures()*, *FindIntegrationAnchors()*, and *IntegrateData()* with default parameters. Integrated counts were scaled (*ScaleData()*) and PCA was performed (*RunPCA()*) retaining the first 20 components. Finally, Uniform Manifold Approximation and Projection (UMAP) (9) was used to generate 2D embeddings using *uwot* v. 0.1.16 using the following parameters: *metric* = "euclidean", *min_dist* = 0.7, *seed* = 11, *n_neighbors* = 83. Integration was diagnosed by calculating the integration Local Inverse Simpson's Index (iLISI) (10) calculated on both the un-integrated and the Seurat integrated PCA embeddings, showing a marked increase in the iLISI value towards 2.

Clustering and cell type annotation – first pass

A shared nearest-neighbor (SNN) graph was built on the Seurat-integrated PCA using the first 20 dimensions. Multi-resolution Leiden clustering was run using the *cluster_leiden()* from *igraph* v. 2.1.1(11), with resolution parameters of 0.4, 0.5, 0.6, and 0.8. The resolution of 0.6 was chosen based on the highest concordance with labels assigned through reference-based annotation, which were also used to annotate clusters. Subsequently, only clusters annotated as endothelial cells (ECs) were retained. These were re-annotated using a different reference dataset (12) through *SingleR*, resulting in the identification of one Arteriolar EC cluster, 4 Sinusoidal ECs, 2 Type R ECs, and 1 Type H EC cluster.

Symphony reference generation and projection of recovery single cell transcriptomes

Log-normalized gene expression values for the endothelial cells were used to generate a reference dataset using *buildReference()* function from *symphony* v. 0.1.1 (13). This integrates ven/aza and vehicle endothelial cells using the *harmony* algorithm (10) in a low-dimensional embedding (“corrected PCA”) and a resulting UMAP. The function was run with *k* = 50, *umap_min_dist* = 0.5, *do_umap* = *TRUE*, *do_normalize* = *FALSE*, *seed* = 55. The recovery dataset was projected onto the ven/aza + vehicle reference using *mapQuery()* from *symphony*, and cell type labels were transferred using *knnPredict()* *symphony*, all with default parameters.

Pseudobulking and differential expression analysis

Differential expression analysis was only performed for ven/aza and vehicle data as they belong to the same experimental batch. Cells were aggregated within each cluster by summing counts across all cells belonging to the same cluster, mouse and condition using *aggregateAcrossCells()* from *scuttle* v. 1.12.0 (7), resulting in *n* = 3 pseudobulk replicates for vehicle clusters and *n* = 4 pseudobulk replicates for ven/aza clusters. The Quasi-Likelihood F test as implemented by *edgeR* (14) through *pseudobulkDGE()* from *scraper* was run across all clusters between ven/aza and vehicle. FDR correction was applied within each cluster independently, and a gene is considered to be significantly differentially expressed (DE) if the FDR-corrected p-value is below 0.05. Gene Set Enrichment Analysis (GSEA) was run for each cell cluster separately using *fgsea* v. 1.28.0 (15) using genesets from the Reactome sub-collection, as included in *msigdb* v. 7.5.1

(collection C2). Normalized Enrichment Score (NES) values for each gene set/pathway were included only if the enrichment was significant (FDR-adjusted p value < 0.05) in at least one cell cluster.

Differential abundance

Single cell transcriptomes for the three conditions (ven/aza, vehicle, and recovery) in the *symphony*-integrated space were tested for differential abundance across conditions using *miR* v. 1.10.0 and *miRDE* v. 0.0.0.900 (16, 17). Cells were grouped into partially overlapping neighborhoods using *assign_neighborhoods()* from *miRDE* with $k = 20$, $order = 2$, $d = 20$, *filtering* = *TRUE*. These were then annotated using the cluster-based annotations through *annotateNhoods()* from *miR*. Then, cells in each neighborhood were counted (*countCells()*) separately for each combination of individual mouse and condition, and within-neighborhood distances for each cell are defined through *calcNhhoodDistance()* in the same dimensionality ($d = 20$). Differential abundance was tested (*testNhhoods()*) for three contrasts: ven/aza vs vehicle, recovery vs vehicle and recovery vs ven/aza, and spatial FDR correction was applied in all cases.

Differential cell-cell interaction

Clusters in ven/aza and vehicle conditions were tested for differential cell-cell interaction using *MultiNicheNet* (18). Mouse Ligand-Receptor (LR) networks curated from Omnipath were downloaded from the NicheNet v2 Zenodo repository (DOI 10.5281/zenodo.10229221) together with the ligand-target network matrix (DOI 10.5281/zenodo.7074290), and *multinichenetr* v. 2.0.1 was used to run the *multi_nichenet_analysis()* function with the following parameters: *min_cells* = 10, *min_sample_prop* = 0.50, *fraction_cutoff* = 0.05, *logFC_threshold* = 0.50, *p_val_threshold* = 0.05, *p_val_adj* = *TRUE*, *top_n_target* = 250, *scenario* = "regular", *empirical_pval* = *FALSE*, *ligand_activity_down* = *FALSE*. The resulting output was then prioritized retrieving the top 100 interactions to draw chord diagrams, while all up-regulated interactions were considered to draw the per-cluster/per-condition violin plot.

Plotting

All plots were created using the *ggplot2* R package v. 3.5.1 (19) with the exceptions of heatmaps, which were instead created using the *ComplexHeatmap* Bioconductor package v. 2.18.0 (20,21) and the chord diagrams, which were created using the *circlize* package v. 0.4.16 (22).

1. Ramalingam P, Gutkin MC, Poulos MG, Tillery T, Doughty C, Winiarski A, et al. Restoring bone marrow niche function rejuvenates aged hematopoietic stem cells by reactivating the DNA Damage Response. *Nature Communications*. 2023;14(1):2018.
2. Black S, Phillips D, Hickey JW, Kennedy-Darling J, Venkataaaman VG, Samusik N, et al. CODEX multiplexed tissue imaging with DNA-conjugated antibodies. *Nature Protocols*. 2021;16(8):3802-35.
3. Baccin C, Al-Sabah J, Velten L, Helbling PM, Grünschläger F, Hernández-Malmierca P, et al. Combined single-cell and spatial transcriptomics reveal the molecular, cellular and spatial bone marrow niche organization. *Nature Cell Biology*. 2020;22(1):38-48.
4. Aran D, Looney AP, Liu L, Wu E, Fong V, Hsu A, et al. Reference-based analysis of lung single-cell sequencing reveals a transitional profibrotic macrophage. *Nature Immunology*. 2019; 20(2):163-72.
5. Haghverdi L, Lun ATL, Morgan MD, Marioni JC. Batch effects in single-cell RNA-sequencing data are corrected by matching mutual nearest neighbors. *Nature Biotechnology*. 2018; 36(5):421-7.
6. Lun AT, McCarthy DJ, Marioni JC. A step-by-step workflow for low-level analysis of single-cell RNA-seq data with Bioconductor. *F1000Res*. 2016; 5:2122.
7. McCarthy DJ, Campbell KR, Lun ATL, Wills QF. Scater: pre-processing, quality control, normalization and visualization of single-cell RNA-seq data in R. *Bioinformatics*. 2017; 33(8):1179-86.
8. McInnes LHJSNGL. UMAP: Uniform Manifold Approximation and Projection. *Journal of Open Source Software*. 2018.
9. Stuart T, Butler A, Hoffman P, Hafemeister C, Papalexi E, Mauck WM, 3rd, et al. Comprehensive Integration of Single-Cell Data. *Cell*. 2019;177(7):1888-902.e21.

10. Korsunsky I, Millard N, Fan J, Slowikowski K, Zhang F, Wei K, et al. Fast, sensitive and accurate integration of single-cell data with Harmony. *Nature Methods*. 2019;16(12):1289-96.
11. Csárdi G, Nepusz, T., Müller, K., Horvát, S., Traag, V., Zanini, F., & Noom, D. igraph for R: R interface of the igraph library for graph theory and network analysis (v2.1.4). Zenodo. 2025.
12. Mohanakrishnan V, Sivaraj KK, Jeong H-W, Bovay E, Dharmalingam B, Bixel MG, et al. Specialized post-arterial capillaries facilitate adult bone remodelling. *Nature Cell Biology*. 2024;26(12):2020-34.
13. Kang JB, Nathan A, Weinand K, Zhang F, Millard N, Rumker L, et al. Efficient and precise single-cell reference atlas mapping with Symphony. *Nature Communications*. 2021;12(1):5890.
14. Chen Y, Lun AT, Smyth GK. From reads to genes to pathways: differential expression analysis of RNA-Seq experiments using Rsubread and the edgeR quasi-likelihood pipeline. *F1000Res*. 2016; 5:1438.
15. Korotkevich G, Sukhov V, Budin N, Shpak B, Artyomov MN, Sergushichev A. Fast gene set enrichment analysis. *bioRxiv*. 2021:060012.
16. Dann E, Henderson NC, Teichmann SA, Morgan MD, Marioni JC. Differential abundance testing on single-cell data using k-nearest neighbor graphs. *Nature Biotechnology*. 2022;40(2):245-53.
17. Missarova A, Dann E, Rosen L, Satija R, Marioni J. Leveraging neighborhood representations of single-cell data to achieve sensitive DE testing with miloDE. *Genome Biology*. 2024;25(1):189.
18. Browaeys R, Gilis J, Sang-Aram C, De Bleser P, Hoste L, Tavernier S, et al. MultiNicheNet: a flexible framework for differential cell-cell communication analysis from multi-sample multi-condition single-cell transcriptomics data. *bioRxiv*. 2023:2023.06.13.544751.
19. Wickham H. *ggplot2: Elegant Graphics for Data Analysis*. Springer-Verlag New York. 2016.
20. Gu Z. Complex heatmap visualization. *iMeta*. 2022;1(3): e43.
21. Gu Z, Eils R, Schlesner M. Complex heatmaps reveal patterns and correlations in multidimensional genomic data. *Bioinformatics*. 2016;32(18):2847-9.

22. Gu Z, Gu L, Eils R, Schlesner M, Brors B. circlize Implements and enhances circular visualization in R. *Bioinformatics*. 2014;30(19):2811-2.

How the deposited data were processed for this re-analysis (not part of the article)

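The data behind the second scRNA-seq study are 2 droplet libraries of bone marrow cells negative for CD45, Ter119 and CD71, 1 from 4 vehicle mice and 1 from 4 ven/aza mice, taken 3 days after 2 weeks of treatment. Matrices of the first study were not among the files, so its results were left out. The deposited values are UMI counts per gene and cell barcode, which the authors made with Cell Ranger 9.0.0 on mm10 per the submitters' notes (the methods of the paper name an earlier version); barcodes were already called as cells, and no normalization had been applied. Of the 32285 genes listed, 32158 matched the annotation (GENCODE M21, GRCm38), which was used for coordinates and gene names only. The table of tags names the mouse of each multiplexing oligo. Since each group is 1 library, capture, sequencing and treatment are not separable, and the labels give both libraries the batch 1.

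Cells were filtered at 3.5 median absolute deviations per library (low total, low gene number, high mitochondrial, ribosomal or Malat1 percent), as the methods state, which removed 2370 of 6914 vehicle and 1139 of 4401 ven/aza cells. The filter on Malat1 applied to 1149 vehicle and 557 ven/aza cells, and that on mitochondrial percent to 1280 and 612. A tag counted as used where at least 2% of a library's cells had it as the highest tag. A cell belonged to a mouse when exactly 1 tag passed its threshold, set at the lowest density between background and labelled cells. This rule replaced a mixture model after the tag counts, not the gene results, had been seen. By it, 82.96% of vehicle and 83.55% of ven/aza cells carried 1 tag and 9.98% and 10.04% several. Thresholds were 430 to 632 tag UMIs in the vehicle library and 108 to 499 in the ven/aza library. Scrublet (scanpy 1.11.5) called 138 vehicle and 37 ven/aza cells doublets, which were removed in an alternative only.

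Clusters were made with Seurat 5.3.0 (2000 variable features, CCA over 30 dimensions, 20 components, 20 neighbours) and Leiden at resolution 0.6 (igraph 2.1.4), the MSC on their own at the same resolution, with a first pass to leave out haematopoietic cells. Among these, a cluster whose best markers were those of haematopoietic progenitors held 125 vehicle cells and 1 ven/aza cell. Cxcl12, Kitl, Lepr, Bcl2, Bcl2l11, Bcl2l1, Mcl1 and Bax were kept out of the features and markers. A cluster took the name of its best marker match when at least 3 markers of that name were each detected in 10% of its cells and its 10 leading genes held no more markers of another class than its own. A cluster whose median UMI total was below 1 part in 3 of its library's also needed a marker of its own among the 10. These thresholds were set while the clusters were in view. NG2+ MSC, Type H and chondrocytes were not found. MSC clusters 3 and 4, SEC-like cells with EC cluster 6, and Type R-like cells with EC cluster 3 were also summed, a choice made after the clusters had been seen. The kernel of the linear algebra library was fixed so that a rerun gives the same clusters. An earlier run on another kernel placed 12 of 2513 cells in other classes, and that partition is one of the alternatives.

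Counts were summed per class and mouse where a mouse had at least 10 cells of the class, filtered with filterByExpr, normalized by TMM and tested with the quasi-likelihood test of edgeR 4.0.16, with Benjamini-Hochberg adjustment within the class at 0.05 and no limit on the fold, as the methods state. MSC clusters 3 and 4 alone, EC cluster 6, fibroblasts and osteoblasts had too few ven/aza mice with 10 cells. UMIs per mouse ran from 117995 to 390557 in Adipo-CAR-like cells, from 82453 to 304473 in Osteo-CAR-like cells, from 37543 to 154206 in EC cluster 3 and from 76246 to 190226 in AEC-like cells. CPM beside a fold change are scaled by TMM to the genes tested in the class, and CPM that compare classes or single mice to the UMIs of all genes. The limit of 10 cells does not apply to levels compared between classes, which use every mouse with at least 1 cell of the class. Differences in response between classes were tested with the mouse as a block. Shares were compared per mouse with exact permutation tests, and levels between classes of 1 mouse with exact sign flip tests on log2 of CPM plus 10, both two-sided and adjusted over the classes. Gene lists were tested with camera (limma 3.58.1, preset correlation 0.01), with camera at an estimated correlation and fry as alternatives.

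The genes named follow a rule fixed, as were the lists, tests and most alternatives, before the data were examined: niche and BCL2 family genes and the genes of the paper in every class concerned, the 10 genes with the smallest adjusted p in each direction per class without predicted genes, and of each list every member called or, if none, the 3 highest. Genes of the tests of a difference between classes were named after their values had been seen. The lists were niche factors, Notch ligands and receptors, homing and adhesion genes (chosen by the study on its first experiment), endothelial junction genes, the BCL2 family, p53 targets, interferon response, germline and imprinted genes, inflammation, ribosomal proteins, nuclear oxidative phosphorylation, mitochondrial transcripts, immediate early and dissociation genes, osteogenic and matrix genes, adipogenic genes, haemoglobin genes, neutrophil granule genes and cell cycle. Another list is not reported here. Lists with fewer than 3 members measured in a class were not tested there.

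The alternatives set beforehand were DESeq2 1.42.0, no filter on low counts, each mouse left out, at least 20 cells per mouse, tags by a ratio of 3 to 1, Scrublet doublets removed, 3 median absolute deviations, cells thinned to 1000 UMIs, resolution 0.8, no integration, TMM without ribosomal, mitochondrial and haemoglobin genes, other denominators for shares, log-normalized values and the share of cells with a UMI for levels. Alternatives added after the data had been seen were tags from a mixture, no Malat1 filter, at least 5 cells per mouse, a block for the number of the mouse, genes of haematopoietic cells left out, called genes left out of the clustering, the other kernel and the sums of clusters named above. The tests were run on simulated data in which 200 genes per class were changed 2-fold or 4-fold. edgeR found 81% of the genes changed 4-fold in Adipo-CAR-like, 68% in Osteo-CAR-like, 90% in all MSC, 93% in SEC-like and 81% in Type R-like cells. R 4.3.3 and Python 3.11.15 were used.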

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

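The tests of whether stromal cells themselves express the neutrophil genes, of Bcl2 against Malat1 in each vehicle mouse, of cells of another mouse under one tag and of genes called off the sex chromosomes were chosen after their results had been seen. All other tests here were planned.

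Neutrophil granule genes, which the paper does not discuss, were higher after ven/aza, with a median log2 change of 2.39 in all MSC, 3.12 in SEC-like and 3.17 in AEC-like cells (adjusted p = 0.00812, 0.00591 and 0.00228 from camera with an estimated correlation), although the sort on CD45 should have removed neutrophils. Neutrophils counted as stroma, or doublets with them, would leave the UMIs in few cells, whereas 82.8% of the ven/aza stromal cells held one. Expression by the stromal cells would raise S100a8 and S100a9 over Ngp, Camp and Ltf, but their ratio in the median class was 1.19 times that in the haematopoietic cells (1.33 in EC cluster 3). In vehicle mice, where these genes had few UMIs, the ratio was higher in some classes (12.6 in Adipo-CAR-like, 11 in Osteo-CAR-like, 8 in AEC-like and 5.3 in SEC-like cells, against 2.92 in the haematopoietic cells). Expression before treatment therefore stays open, and the test speaks only to the rise. Free RNA from the haematopoietic cells of the ven/aza library, which held 44245 CPM of these genes against 839 CPM in the vehicle library, may be the source: across genes of haematopoietic cells, which are not independent replicates, the change in a class followed that in the haematopoietic cells with a Spearman correlation of 0.698 in SEC-like cells, 0.762 in all MSC and 0.5 in MSC clusters 3 and 4, which are part of all MSC. These correlations rest on 13, 12 and 9 genes, and granule genes that rose, such as S100a9, are among them. Any cause of their rise would therefore add to the correlation. The other classes had too few genes of haematopoietic cells (2 to 5) for this test. Whether ven/aza or the capture of that library gave more neutrophils was not tested.

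Bcl2 in vehicle mice was highest in SEC-like and Type R-like cells, and SEC-like cells also held the most of the nuclear transcript Malat1 (3.41% of UMIs). Type R-like cells held less (1.6%) than AEC-like (2.25%), pericyte-like (2.51%), Adipo-CAR-like (2.76%), fibroblast-like (2.81%) and Osteo-CAR-like cells (2.95%), which all held less Bcl2. Among 200 genes nearest to Bcl2 in length and level, its difference between SEC-like and other cells was at percentile 89, between the bounds set for and against an effect of gene length or nuclear RNA, and that of Type R-like cells was at 77, within the bound set for such an effect. In SEC-like cells, those with more Malat1 held 1.5 times the Bcl2 of those with less, again between the bounds. Nuclear RNA as the whole difference would leave Bcl2 alike in classes with alike Malat1. The mean Bcl2 of SEC-like cells was at least 2.72 times that of the 4 classes nearest in Malat1, but the lowest fold in a single mouse was 1.15, over 7 fibroblast-like cells of vehicle mouse 1. The means were compared first, and the comparison by mouse replaced them because they hid this value. In 3 of 4 vehicle mice, Type R-like cells held more Bcl2 and less Malat1 than every class richer in Malat1 except SEC-like cells. In vehicle mouse 3, MSC cluster 4 held less Malat1 (1.6% against 1.71%). The bounds of both tests were set with the values in view. EC cluster 6, whose best marker match was SEC, held 0.0359% Malat1 and 11.1 CPM of Bcl2. EC cluster 3, whose best match was Type R, held 1.02% and 54 CPM. Each thus held less Malat1 and also less Bcl2 than the named class it matched. The values go both ways, so nuclear RNA as the whole difference and a higher Bcl2 cannot be told apart here by the bounds set.

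Ven/aza mouse 3 stood apart, with 512 stromal cells against 139 to 197 in the other ven/aza mice, Xist at 1522 CPM in SEC-like cells and 878 CPM in all MSC (0 in the other ven/aza mice for both), and Ddx3y at 0 CPM in SEC-like cells (120 to 128). Cells of another mouse under its tag would bring Y-linked UMIs, but 0.276% of its cells with a UMI of either kind held those without Xist. Some of its shares lay on the ven/aza side: all MSC were 6.836% of its cells (24.37% to 37.87% in vehicle, 16.55% to 26.4% in the other ven/aza mice), MSC clusters 3 and 4 3.516% (11.29% to 16.35%, 4.828% to 7.194%) and EC cluster 3 15.04% (5.46% to 12.37%, 21.38% to 24.46%). Others lay in or beyond the vehicle range: SEC-like cells were 18.95% (17.98% to 33.5% in vehicle, 8.122% to 18.62% in the other ven/aza mice), EC cluster 6 11.72% (4.023% to 7.868%, 1.379% to 4.317%) and AEC-like cells 7.422% (5.584% to 10.9%, 11.72% to 16.75%). The shares therefore do not decide whether this mouse was given the drugs. The ven/aza mice also share 1 library, which can itself set shares. Without X-linked and Y-linked genes its mean correlation with the other ven/aza mice was 0.8693, the lowest, against 0.8840 for the next, a gap smaller than the range of the others, which leaves this measure open. For the genes called, the sex chromosomes alone are excluded: leaving this mouse out gave 393 genes in SEC-like cells and 172 in all MSC that were neither X-linked, Y-linked nor of haematopoietic cells, against 16 to 29 and 10 to 16 without another ven/aza mouse. Over these genes, its median position between the vehicle mean (0) and the other ven/aza mice (1) was 0.23 in SEC-like cells and 0.11 in all MSC, where the other mice, each over the genes called without it, lay at 0.78, 0.91 and 0.83 and at 0.77, 0.81 and 0.65. The sets are unlike: that of ven/aza mouse 3 is far larger, and those of the others hold genes that passed with mouse 3 in the test. The positions are therefore not a like comparison. Only the value of ven/aza mouse 3 in all MSC met the bound set for a mouse that did not respond. All MSC is a sum of clusters, and Adipo-CAR-like cells were 3 of its 35 cells in this mouse. In the other ven/aza mice they were 15 of 29, 7 of 23 and 28 of 52. A mouse that responded less or was not given the drugs thus cannot be told apart from a difference of sex or, in all MSC, of this mix. The paper used male and female mice, and the sex of this mouse is not in the labels.

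Of 141 groups of 4 mice, 17 held a mouse far from the others, where chance gives about 1 in 20 groups (7.05). Besides those of ven/aza mouse 3 above, they were the following. The share of fibroblast-like cells was 4.88% in vehicle mouse 2 (1.61% to 1.91% in the others). The share of MSC cluster 4 was 1.95% in ven/aza mouse 3 (3.45% to 3.6%). Type R-like cells and EC cluster 3 together were 42.5% of the cells of ven/aza mouse 2 (30.7% to 31.5%). Bax in all MSC was 96.7 CPM in vehicle mouse 1 (150 to 153). Bcl2 in Osteo-CAR-like cells was 17.7 CPM in vehicle mouse 4 (58.2 to 65.7). Cxcl12 in MSC clusters 3 and 4 was 4935 CPM in vehicle mouse 4 (3617 to 3764), and in SEC-like cells it was 215 CPM in vehicle mouse 3 (7.75 to 14.2). Ddx3y in all MSC was 82.4 CPM in vehicle mouse 1 (57.4 to 59.2), and Xist there was 0.857 CPM in vehicle mouse 3 (0 in the others). Mcl1 was 337 CPM in AEC-like cells of vehicle mouse 2 (479 to 505), 79.4 CPM in Adipo-CAR-like cells of vehicle mouse 3 (147 to 151), 193 CPM in MSC cluster 4 of vehicle mouse 1 (88.4 to 100) and 127 CPM in all MSC of ven/aza mouse 2 (91.2 to 95.4).

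The response to ven/aza differed between SEC-like cells and all MSC by a test of the difference in Fn1 (5.12 on the log2 scale), Cdh13 (5.00), Vegfc (4.79), Srgn (-1.92), Hist1h1c (-1.69) and Npnt (-2.30). It differed between Type R-like cells and all MSC in Ctla2a (2.71), Cldn5 (3.94) and Epb41 (-1.90), none of them called in Type R-like cells alone. In 35 splits of the 8 mice, no other split gave as many genes as the 3 of the Type R-like comparison (highest other count 1). A share of 1 split in 35 is the smallest possible, and with the values below chance is not excluded for this count. For the 6 genes of the SEC-like comparison 2 splits were as large (highest other 10), so chance is not excluded there either. The Type R-like count was 0 with DESeq2 and 0 to 5 without 1 mouse (0 without vehicle mouse 1 or ven/aza mouse 4). In that comparison 242 genes had an unadjusted p under 0.05, where chance gives 252.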

How the results depend on the processing

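Tags from a mixture, no Malat1 filter, at least 5 cells per mouse, the replicate block, haematopoietic genes left out, called genes left out of the clustering, another rounding of the clustering and the pools of clusters were chosen after the results had been seen. Where a result moved, the cause was not tested, except that no filter tests more genes and left-out genes or mice leave fewer to call. Of 96 named genes called, 80 of the 87 with a value were still called with DESeq2, 96 at resolution 0.8, 95 with another rounding, 93 with called genes left out of the clustering, 64 of 86 with tags from a mixture, 50 of 78 with the replicate block, 57 to 78 of 96 without 1 vehicle mouse, 63 of 92, 58 of 73, 67 of 78 and 60 of 95 without ven/aza mouse 1, 2, 3 and 4, and 17 of 42 in thinned cells, and none of the 96 reversed. Over all genes and classes named, 10241 values kept their direction and their side of the threshold, 402 lost the call and 37 gained it. Another 846 changed direction with no call in either setting. Only changes of direction with a call in either setting, 3 for genes and 5 for lists, are named below as single results that reversed. Over lists, the numbers were 947, 91, 59 and 86. At least 20 cells per mouse gave no value for Adipo-CAR, Osteo-CAR, MSC clusters 3 and 4 and pericytes, 3 median absolute deviations and no integration none for Osteo-CAR, and NG2+ MSC gave none at all. The plan for files without tags was not needed. Where leaving out a mouse left 1 in an arm (Adipo-CAR, Osteo-CAR), that mouse is assumed to vary like the others. Low UMI totals left 1103 genes to test in Type R against 7305 in all MSC. In simulated data 2-fold changes were found least often where 2 ven/aza mice were tested (15% in Osteo-CAR, 26% in Adipo-CAR).

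Genes changed. DESeq2 gave 2 in Osteo-CAR, 17 in MSC clusters 3 and 4, 45 in all MSC, 126 in SEC, 11 in EC cluster 3 and 13 in pericytes. No filter gave 40 in Adipo-CAR, 28 in Osteo-CAR, 85 in MSC clusters 3 and 4, 211 in all MSC, 220 in SEC, 8 in Type R, 29 in EC cluster 3, 23 in AEC and 41 in pericytes. The 3 to 1 rule gave 7 in MSC clusters 3 and 4, 38 in all MSC, 11 in EC cluster 3 and 9 in pericytes. Removing Scrublet doublets gave 2 in Osteo-CAR, 1 in MSC clusters 3 and 4 and 3 in pericytes. At 3 median absolute deviations there were 12 in MSC clusters 3 and 4 and 3 in pericytes. No integration gave 7 in Adipo-CAR and 3 in pericytes. Resolution 0.8 gave 2 in Osteo-CAR, and at least 20 cells 35 in SEC. Thinned cells gave 9 in Adipo-CAR, 1 in MSC clusters 3 and 4, 2 in all MSC, 8 in SEC, 0 in Type R, 6 in EC cluster 3, 1 in AEC and 2 in pericytes. Tags from a mixture gave 2 in Osteo-CAR, 17 in MSC clusters 3 and 4, 110 in SEC, 1 in Type R, 8 in EC cluster 3, 5 in AEC and 1 in pericytes. No Malat1 filter gave 13 in Osteo-CAR, 10 in MSC clusters 3 and 4, 8 in Type R and 19 in pericytes. At least 5 cells gave 12 in Adipo-CAR and 4 in Osteo-CAR. Called genes left out of the clustering gave 0 in Osteo-CAR and 6 in MSC clusters 3 and 4, and another rounding 4 in Osteo-CAR. The replicate block gave 4 in all MSC, 8 in EC cluster 3 and 25 in pericytes. Without haematopoietic genes there were 14 in all MSC, 1 in Type R, 6 in AEC and 3 in pericytes. SEC with EC cluster 6 gave 226, and Type R with EC cluster 3 gave 32.

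Leaving out 1 mouse gave 8 to 28 in Adipo-CAR (8 without ven/aza mouse 4), 0 to 36 in Osteo-CAR (4 without vehicle mouse 1, 0 without vehicle mouse 2, 3 or 4, 10 and 36 without ven/aza mouse 3 and 4), 2 to 9 in MSC clusters 3 and 4 (9 without vehicle mouse 4; 5, 6 and 8 without ven/aza mouse 2, 3 and 4), 5 to 186 in all MSC (7, 7 and 5 without vehicle mouse 1, 2 and 3; 13 and 186 without ven/aza mouse 1 and 3), 20 to 406 in SEC (21 and 20 without vehicle mouse 1 and 2; 21, 33, 406 and 35 without ven/aza mouse 1, 2, 3 and 4), 11 to 19 in EC cluster 3 (11 without ven/aza mouse 4) and 1 to 8 in pericytes (2, 1 and 2 without vehicle mouse 2, 3 and 4; 2, 3 and 8 without ven/aza mouse 1, 3 and 4). Genes with another response than all MSC numbered 3 to 67 in SEC (3 without vehicle mouse 1, 67 without ven/aza mouse 3) and 0 to 5 in Type R (0 without vehicle mouse 1 or ven/aza mouse 4, 1 without vehicle mouse 3 or ven/aza mouse 3, 5 without vehicle mouse 2 or ven/aza mouse 1 or 2; DESeq2 0).

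Shares reversed for Adipo-CAR of MSC only (8.37 points), of stromal cells other than endothelium (1.65), without integration (0.82), without the Malat1 filter (0.17) and in the range of -3.04 to 1.51 without 1 mouse (0.85 without vehicle mouse 3; 0.02 and 1.51 without ven/aza mouse 2 and 3), for Osteo-CAR of MSC only (2.28), for pericytes without ven/aza mouse 3 (-1.0, range to 2.44) for EC cluster 6 over all kept cells (0.78) and for osteoblasts over all kept cells (-0.86) and in the range of -0.69 to 1.38 without 1 mouse (-0.69 and -0.31 without ven/aza mouse 1 and 4). The other shares kept their direction where they had a value. MSC cluster 3 was not found at 3 median absolute deviations, with tags from a mixture or without the Malat1 filter, nor MSC cluster 4 with called genes left out of the clustering, and there the sum of both is 1 cluster. By percent of cells with a UMI after thinning, Cxcl12 in Adipo-CAR and Osteo-CAR was 3.69 and 2.89 points above MSC cluster 3 and Lepr in Osteo-CAR 15.02, none past the threshold. For Cxcl12 this measure has little room to differ, since few cells of these classes would lack a UMI of it. Kitl in Adipo-CAR minus Type R was 0.31 to 0.57 without 1 mouse. Kitl in Osteo-CAR minus Type R was 0.44 and past the threshold in log-normalized values, -3.52 points by percent of cells and -0.05 without the Malat1 filter.

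Gene lists changed with an estimated correlation and with fry were 0 and 0 in Adipo-CAR, Osteo-CAR, MSC clusters 3 and 4, Type R and EC cluster 3, 1 and 1 in all MSC and AEC, 2 and 3 in SEC, and 0 and 1 in pericytes. Without 1 mouse they were 1 to 4 in Osteo-CAR, 2 to 6 in MSC clusters 3 and 4, 3 to 7 in all MSC (7 without ven/aza mouse 3), 1 to 5 in Type R, 1 to 3 in EC cluster 3, 2 to 5 in AEC and 3 to 7 in pericytes. Single results that reversed were Apoe in MSC clusters 3 and 4 (-1.84 with the 3 to 1 rule), Cxcl12 in SEC (-0.69 to 1.86 without 1 mouse, 1.86 without vehicle mouse 3; 1.69 at 3 median absolute deviations) and, by the adjusted p of camera without 1 mouse, ribosomal proteins in Adipo-CAR (1.77e-08 to 0.968, reversed without vehicle mouse 1 or ven/aza mouse 4), immediate early genes in Adipo-CAR (0.0002 to 0.945, without ven/aza mouse 1) and in MSC clusters 3 and 4 (0.00105 to 0.585, without ven/aza mouse 3) and interferon genes in Osteo-CAR (0.0269 to 0.699, without ven/aza mouse 4).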

Differences from the paper's values

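The pools of clusters named here were made after the values had been seen. The shares of the paper were read by eye, and its classes come from mapping to reference datasets while the ones here come from marker genes.

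SEC-like cells were 15.2% of the stromal cells of ven/aza mice, where the paper shows about 23% (Suppl. Fig. 2B, read by eye). Of the alternatives set before the data were examined, the value fell within the criterion without ven/aza mouse 4 (17.6%), with the ratio of 3 to 1 for tags (15.7%), with Scrublet doublets removed (15.6%) and over all kept cells (16.3%), and did not at 3 median absolute deviations (13.8%), at resolution 0.8, without integration (15.1%) or without any other mouse. With EC cluster 6 added, a pool chosen after seeing the values, it was 20.2%.

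Type R-like cells were 8% in vehicle mice, where the paper shows about 17%, and 13.2% in ven/aza mice, where it shows about 35% (Suppl. Fig. 2B, read by eye). No alternative set before the data were examined brought either value within the criterion (6.99% to 9.67% in vehicle and 11.6% to 15.3% in ven/aza mice). With EC cluster 3 added, a pool chosen after seeing the values, they were 16.8% and 33.9%.

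AEC-like cells were 12% in ven/aza mice, where the paper shows about 8% (Suppl. Fig. 2B, read by eye). Of the alternatives set before the data were examined, the value was within the criterion without ven/aza mouse 2 or mouse 4 (10.5%), with the ratio of 3 to 1 for tags (11.9%) and over all kept cells (11.3%), and not at 3 median absolute deviations (12.1%), with Scrublet doublets removed or at resolution 0.8 (12.2% each), without integration (12.4%) or without any other mouse.

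In Adipo-CAR-like cells 21 genes changed, all 21 with an absolute log2 fold change over 1, where the paper shows about 3 (Suppl. Fig. 2D). No alternative set before the data were examined reached the criterion. The counts were 7 without integration, 8 without ven/aza mouse 4, 9 in thinned cells, 16 with DESeq2, and 16 to 40 otherwise. In Osteo-CAR-like cells the count of 1 matches the number printed in that figure. The paper's tests used the same method and threshold, on clusters made another way.

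The paper draws Bcl2 low in Type R vessels, as violins over cells (Suppl. Fig. 2F). Here, summed per mouse, Bcl2 was 0.27 lower on the log2 scale in Type R-like than in SEC-like cells of vehicle mice (150 and 174 CPM). EC cluster 3, whose best marker match was also Type R, held 54 CPM. In AEC-like cells, pericyte-like cells and MSC Bcl2 was low as in the paper. The paper shows a cluster of NG2+ MSC with changed genes (Suppl. Fig. 2D), and no cluster here took that name.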

Other observations

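The pools of clusters, and the naming of genes outside the rule, were chosen after the results had been seen. The splits of the mice and the lists were planned.

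Beyond Fn1, further genes changed in SEC-like cells of ven/aza mice. Cd14, which encodes a receptor for lipopolysaccharide, rose from 228 ± 61 CPM (scaled by TMM to the genes tested; SD, n = 4) to 648 ± 228 CPM (SD, n = 4), a log2 fold change of 1.46 (SE 0.23, adjusted p = 0.0021 from edgeR; 1.34 and not called with the 3 to 1 tag rule). The haematopoietic cells left out held 118 CPM of Cd14 in the ven/aza library, against 527 CPM in SEC-like cells on the scale of all genes. Ramp3, which encodes a co-receptor for adrenomedullin, rose by 1.61 (SE 0.26, adjusted p = 0.000771). Cd36, which encodes a fatty acid receptor, fell by 0.99 (SE 0.16, adjusted p = 0.000485), and the immediate early gene Fosb fell by 1.23 (SE 0.15, adjusted p = 4.95e-06). Sox18, which encodes a transcription factor of vessel development, fell by 1.27 in SEC-like cells (SE 0.19, adjusted p = 0.00018), by 1.39 in EC cluster 3 (SE 0.25, adjusted p = 0.00121) and by 1.87 in AEC-like cells (SE 0.22, adjusted p = 9.83e-06), with every ven/aza mouse below every vehicle mouse in each of these classes. In AEC-like cells Gpihbp1, which encodes the anchor of lipoprotein lipase, rose by 1.39 (SE 0.28, adjusted p = 0.0157), but not past the threshold without vehicle mouse 2 (1.33), vehicle mouse 3 (1.31), vehicle mouse 4 (1.37) or ven/aza mouse 4 (1.03). In EC cluster 3 Cav2, which encodes a caveolin, fell by 1.37 (SE 0.19, adjusted p = 2.84e-05). Sox18 (ENSMUSG00000046470) lies on chromosome 2 of GRCm38 from 181669836 to 181671640.

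No share of an endothelial class passed the test after adjustment. With 4 mice against 4, a class that separated completely could not have passed alone, since its exact p is at the smallest possible value. EC cluster 3 made up 8.78% ± 2.94 of stromal cells in vehicle (SD, n = 4) and 20.7% ± 4.00 in ven/aza mice (SD, n = 4), with every ven/aza mouse above every vehicle mouse (exact permutation p = 0.0286, adjusted p = 0.114). Type R-like cells were 8.00% ± 2.24 and 13.2% ± 4.24 (exact p = 0.114). SEC-like cells were 26.1% ± 6.88 and 15.2% ± 5.03 (exact p = 0.0857), AEC-like cells 8.04% ± 2.78 and 12.0% ± 3.82 (exact p = 0.143) and EC cluster 6 6.35% ± 1.69 and 4.99% ± 4.65 (exact p = 0.629). Pericyte-like cells were 6.94% and 8.12%, fibroblast-like cells 2.55% and 3.87% and osteoblast-like cells 2.38% and 2.82% (exact p = 0.80, 0.429 and 0.80).

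Of 7 homing and adhesion genes that the study chose for SEC on its first experiment, edgeR called 0 in SEC-like cells over all genes and 0 when adjusted over the list alone, at a median of -0.19 (camera adjusted p = 0.0762). Vcam1 was at -0.23 (adjusted p = 0.612), Icam1 at -0.19 (adjusted p = 0.672) and Stab2 at -0.43 (adjusted p = 0.174), and Stab2 was called at -0.65 without ven/aza mouse 3. None of 6 Notch genes (median -0.24, camera adjusted p = 0.138), 16 junction genes (median -0.01) and 10 genes of the BCL2 family (median 0.24, camera adjusted p = 0.324) was called in SEC-like cells over all genes, and Bcl2 itself was at -0.05 (adjusted p = 0.934). In SEC-like cells, 976 of 6627 genes had an unadjusted p under 0.05, and DESeq2 called 126 genes.

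Ribosomal protein genes in SEC-like cells had a median of 0.39, with 4 of 81 higher over all genes and 43 when adjusted over the list alone (camera adjusted p = 9.68e-22, adjusted p = 0.241 with an estimated correlation). Of 80 nuclear genes of oxidative phosphorylation, edgeR called 0 over all genes or over the list alone, at a median of 0.28 (camera adjusted p = 7.51e-08, adjusted p = 0.241 with an estimated correlation), and the median was 0.33 in Type R-like, 0.21 in pericyte-like (camera adjusted p = 1.1e-06, adjusted p = 0.288 with an estimated correlation), 0.08 in EC cluster 3 and -0.03 in AEC-like cells. Of 13 mitochondrial transcripts 0 were called over all genes and 5 were higher when adjusted over the list alone (median 0.33, adjusted p = 0.241 with an estimated correlation). Of 18 immediate early genes 1 (Fosb) was lower in SEC-like cells (4 when adjusted over the list alone; median -0.28, adjusted p = 0.241 with an estimated correlation), and 4 of 17 were lower in EC cluster 3 (4 when adjusted over the list alone; median -0.21, adjusted p = 0.328 with an estimated correlation). Camera also placed these genes lower in AEC-like cells (median -0.11, camera adjusted p = 0.0119, adjusted p = 0.687 with an estimated correlation), with none called over all genes. The same held in Adipo-CAR-like cells (median -0.20, camera adjusted p = 0.0446, adjusted p = 0.968 with an estimated correlation). In 3 other classes camera placed these genes higher, with none called over all genes. In Type R-like cells all 7 measured were positive (3 higher when adjusted over the list alone; median 0.86, camera adjusted p = 0.00081, adjusted p = 0.478 with an estimated correlation). In pericyte-like cells 16 of 18 were positive (1 lower when adjusted over the list alone; median 0.36, camera adjusted p = 0.0013, adjusted p = 0.489 with an estimated correlation). In Osteo-CAR-like cells the median was 0.42 (camera adjusted p = 0.0204, adjusted p = 0.709 with an estimated correlation). Of 19 interferon response genes 0 were called over all genes in SEC-like cells and 3 were higher when adjusted over the list alone (median 0.29, camera adjusted p = 0.0205, adjusted p = 0.338 with an estimated correlation). Of 10 p53 targets 0 were called there over all genes and 2 were lower when adjusted over the list alone (median -0.14). In pericyte-like cells 5 of 6 p53 targets were positive, with 0 called over all genes and 3 higher over the list alone (median 0.35, camera adjusted p = 0.00401, adjusted p = 0.288 with an estimated correlation, fry adjusted p = 0.0309). Of 5 inflammation genes 1 was higher in SEC-like cells (2 when adjusted over the list alone; median 0.66, camera adjusted p = 0.000393, adjusted p = 0.0644 with an estimated correlation). This was Cxcl1, which encodes a neutrophil chemokine, at 1.69 (SE 0.32, adjusted p = 0.0283), a call that was lost without vehicle mouse 1 (1.79), vehicle mouse 2 (1.61), ven/aza mouse 1 (1.80) or ven/aza mouse 4 (1.77). The 4 haemoglobin genes had a median of -2.20 in SEC-like cells (adjusted p = 0.241 with an estimated correlation), with none called. Of 3 measured osteogenic and matrix genes in SEC-like cells 1 (Fn1) was higher (2 when adjusted over the list alone; median 2.27, adjusted p = 0.0447 with an estimated correlation). This list in SEC-like cells and the neutrophil granule genes in all MSC, SEC-like and AEC-like cells were the calls of camera that held with an estimated correlation. Germline and imprinted genes and cell cycle genes had fewer than 3 members measured in every class.

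In 35 splits of the mice, no other split gave as many changed genes as the real one in SEC-like cells (61, highest other 7), EC cluster 3 (17, highest other 3) and AEC-like cells (10, highest other 1). This goes against chance, although 1 split in 35 is the smallest share possible and the classes were not adjusted for. The same held in Type R-like cells (3, highest other 1) and pericyte-like cells (5, highest other 3). Without haematopoietic genes, which the other splits kept, these 2 counts were 1 and 3, so chance is not excluded for them. It cannot be excluded for all MSC (23; 2 splits, highest other 31, in the split that exchanges vehicle mouse 4 and ven/aza mouse 3) or for MSC clusters 3 and 4 (3; 2 splits, highest other 3). Adipo-CAR-like and Osteo-CAR-like cells had 2 ven/aza mice and were not split. A difference between the 2 libraries follows the real split, so it is not excluded by these counts.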
